# Downregulation of the splicing regulator NSRP1 confers resistance to CDK4/6 inhibitors *via* activation of interferon signaling in breast cancer

**DOI:** 10.1016/j.jbc.2024.108070

**Published:** 2024-12-10

**Authors:** Shiyi Yu, Yue Si, Miao Xu, Ying Wang, Chengxu Liu, Caili Bi, Maoqiu Sun, Haibo Sun

**Keywords:** cell cycle, spliceosome, breast cancer, interferon, immunosuppression, CDK4/6 inhibitor, NSRP1

## Abstract

The combination of CDK4/6 inhibitors (CDK4/6i) and endocrine therapy is the first-line therapy for ER+/Her2-breast cancer; however, the development of drug resistance limited the efficacy of the agents. Although activation of the IFN signaling pathway has been identified as a critical driver of intrinsic and acquired CDK4/6i resistance, it remains unknown how the IFN signaling pathway was activated in resistant cells. Here, we report that NSRP1, a regulator of alternative mRNA splicing is downregulated in CDK4/6i resistant breast cancer cells and contributes to CDK4/6i resistance by mediating alternative splicing of NSD2 mRNA and activation of the IFN signaling pathway. Knockdown of NSRP1 reduces CDK4/6i (palbociclib) sensitivity of MCF7 cells while overexpression of NSRP1 sensitizes MCF7-PalR cells towards palbociclib treatment. Mechanistically, RNA sequencing suggests that NSRP1 knockdown strongly activates the IFN signaling pathway in MCF7 cells and elevates the expression of most of the "IFN-related palbociclib-resistance Signature" (IRPS) genes. NSRP1 also regulates numerous alternative splicing (AS) events in breast cancer cells, several of which are key regulators of the IFN signaling pathway. Among them, the inclusion of NSD2 exon 2 is elevated upon NSRP1 knockdown. Our data further show that the inclusion of NSD2 exon 2 is increased in breast cancer and associated with the poor prognosis of patients. In addition, including NSD2 exon 2 elevates NSD2 protein expression to activate the IFN signaling pathway. This study unveils the critical role of NSRP1 in regulating the IFN signaling pathway and the CDK4/6i resistance, which could be a promising biomarker for predicting therapy response.

According to statistics in 2023, breast cancer is the most prevalent cancer type for women worldwide (1). Of the subtypes of breast cancer, ER+/Her2-breast cancer constitutes approximately more than half of cases (2). Although ER-targeted therapy has achieved great success in combating ER+/Her2-breast cancer, many patients developed endocrine resistance which eventually led to mortality (3). After decades of studies, novel therapeutic targets have been developed to conquer the resistance (4). Among these targets, the combination of CDK4/6i with ER-targeted agents has shown a remarkable improvement in prolonging the survival of ER + breast cancer patients compared with ER-targeted agents alone (5, 6). However, several patients still suffer from intrinsic and acquired resistance to the approved CDK4/6i (palbociclib, ribociclib, and abemaciclib) (7). Recent studies unveiled that the elevation of cell cycle regulators (such as CDK7, CDK6, and CCNE1), and activation of the interferon (IFN) pathway were critical for developing CDK4/6i resistance in breast cancer (8, 9, 10, 11). There is still an urgent need to unveil the molecular mechanisms for drug resistance.

Alternative splicing (AS) enables the production of multiple mRNAs from a single gene (12). Dysregulation of RNA splicing generates cancer-specific transcripts and is now recognized as a novel hallmark of cancer (13). Mechanistically, RNA-binding proteins (RBPs) modulate the organization of spliceosomes or transport of pre-mRNAs to spliceosomes, therefore, aberrant expression of RBPs is frequently behind the dysregulated AS events in drug-resistant breast cancer cells (14, 15). Previous studies have discovered several AS events were critical for the development of endocrine resistance in breast cancer (16, 17). Most recently, RNA binding protein PRMT5 has been identified as a CDK4/6i resistance driver in breast cancer *via* controlling intron retention of cell cycle-regulating genes (18). However, many RBPs and dysregulated AS events critical for the emergence of CDK4/6i resistance have not been discovered.

NSRP1 (Nuclear Speckle Splicing Regulatory Protein 1) was first discovered as a protein containing a coiled-coil domain located in the nuclear speck (19). It was further validated as a critical component of the ribonucleoprotein complex mediating alternative splicing *via* spliceosome (19). Recent studies have revealed the vital roles of NSRP1 in the immune system development and suppressing metastasis of triple-negative breast cancer (20, 21). These findings suggest the involvement of NSRP1 in regulating cancer immunology.

The interferon (IFN) pathway is originally known as antivirus immune response in mammalian cells (22). In the past, studies have found an association between inactivation of the IFN pathway and tumorigenesis (23). In recent years, however, accumulating studies have demonstrated a protumor function of the IFN pathway in cancer cells (24, 25, 26). In contrast to short-term IFNγ stimuli, chronic IFNγ stimulation activated the expression of immune inhibitory factors, leading to T cell exhaustion and tumor immune evasion (27). Based on the clinical samples and multiple established CDK4/6i resistant breast cancer cell lines, a previous study reported a close connection between activation of the IFN pathway and CDK4/6i resistance (11). Their study found many targets of the IFN pathway were excellent predictors of response to CDK4/6i, termed IFN-related palbociclib-resistance signature (IRPS) (11). It remains unknown how the IFN pathway is activated in the CDK4/6i resistant breast cancer.

In the current study, we identified NSRP1 as a downregulated RBP in CDK4/6i resistant breast cancer whose high expression was associated with good prognosis of patients with ER+ breast cancer. In breast cancer cells, silencing NSRP1 reduced sensitivity toward palbociclib while the overexpression of NSRP1 sensitized cells to palbociclib. Mechanistically, RNA-Seq revealed that the downregulation of NSRP1 strongly activated the IFN pathway in breast cancer cells *via* regulating exon skipping of several regulators of the IFN signaling. These data suggest NSRP1 is a promising biomarker for patients receiving CDK4/6i treatment.

## Results

### NSRP1 is downregulated in CDK4/6i resistant breast cancer

To explore the RNA-binding proteins (RBPs) involved in the development of CDK4/6i resistance, we analyzed microarray data of ER + breast cancer tissues from patients with palbociclib plus anastrozole (an endocrine therapy drug) treatment (NeoPalAna) (28). After that, the significantly dysregulated genes overlapped with the RBPs documented in the EuRBP database to identify key RBPs involved in resistance. 23 RBPs were significantly altered in tissues from patients sensitive to palbociclib plus anastrozole compared with those from patients resistant to palbociclib plus anastrozole (Fig. 1*A*). Most altered RBPs (14 out of 23) were downregulated in the tissues of patients resistant to palbociclib plus anastrozole, such as NSRP1 (Fig. 1, *B* and *C*). According to the clinical and expression data, 2 downregulated RBPs (PDCD4 and NSRP1) were significantly associated with prolonged overall survival of the patients with LumA and LumB breast cancer (Fig. 1, *D* and *E*). PDCD4 is a well-characterized tumor suppressor in breast cancer (29). Therefore, we focused on studying NSRP1. In two established CDK4/6i resistant breast cancer cell lines (MCF7-PalR and MCF7-AbeR) (Fig. S1, *A* and *B*), we observed downregulation of NSRP1 protein expression compared with the parental MCF7 cells (Fig. 1*F*). Interestingly, according to a previous RNA-Seq of breast cancer patients receiving endocrine therapy (30), no significant difference in NSRP1 expression was found between the sensitive and resistant groups (Fig. S1*C*). These data collectively implied that the loss of NSRP1 was a potential driver for resistance towards CDK4/6i plus endocrine therapy.

**Figure 1:**
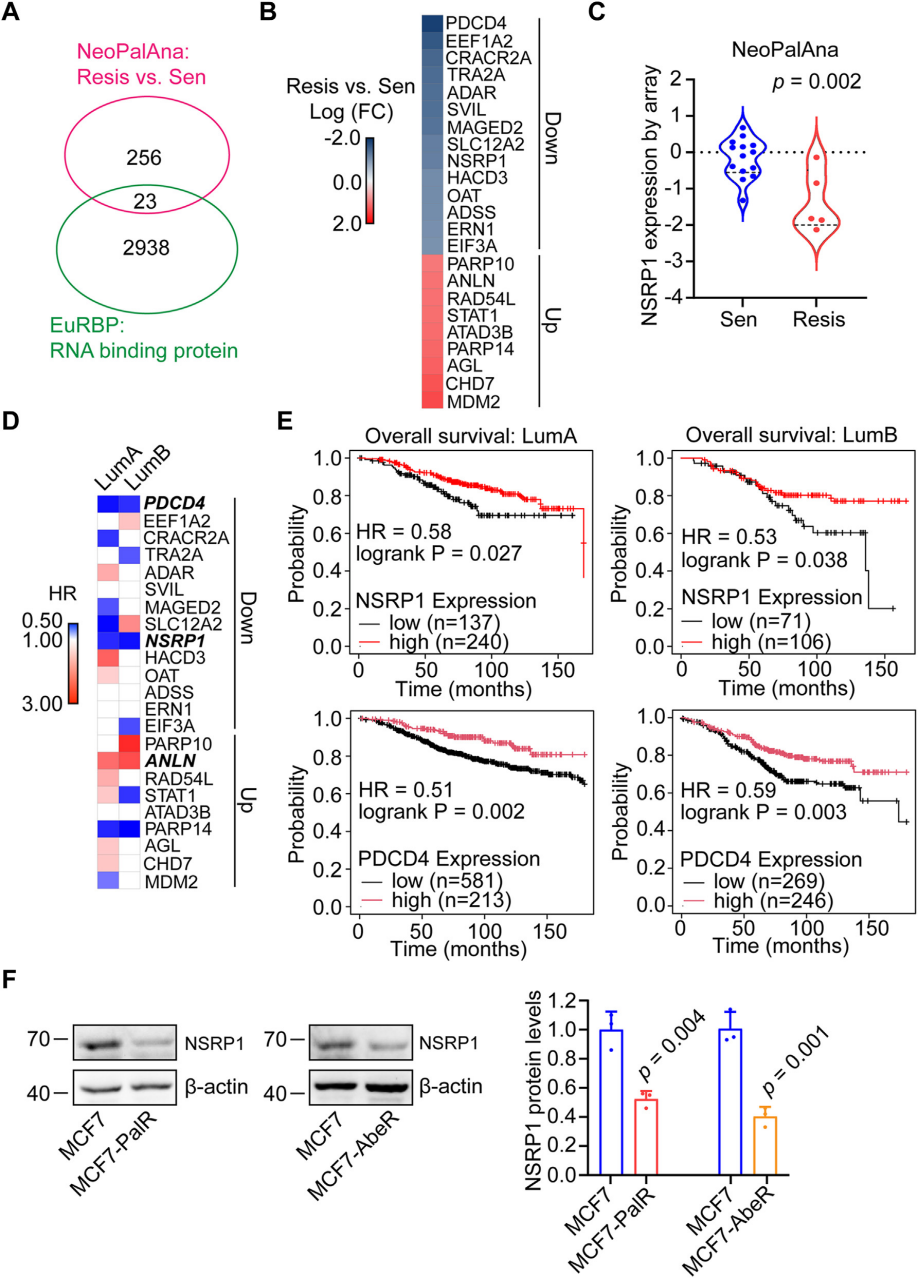
**NSRP1 was downregulated in CDK4/6i resistant breast cancer cells.***A*, overlap of significantly altered genes in CDK4/6i resistant ER+/Her2-breast tumors from the NeoPalAna project with RBPs from the EuRBP database. *B*, heatmap of the dysregulated RBPs in CDK4/6i resistant ER+/Her2-breast tumors. *C*, the expression of NSRP1 in CDK4/6i resistant (Resis) and sensitive (Sen) ER+/Her2-breast tumors from the NeoPalAna project. *D*, heatmap of the hazard ratio (HR) (overall survival, OS) between patients diagnosed with LumA or LumB breast cancer divided by high or low expression of the interested RBPs. Only the significant association was marked with color. *E*, Kaplan-Meier analysis of the association between NSRP1 or PDCD4 expression with OS of patients diagnosed with LumA or LumB breast cancer. *F*, Western blotting detection of NSRP1 protein expression in MCF7-AbeR, MCF7-PalR and MCF7 cells. Comparison by Student’s *t* test (*C*: n = 14 for Sen group, n = 5 for Resis group, unpaired; *F*: n = 3 replicates/group, unpaired) or Kaplan-Meier analysis (*D* and *E*). Error bars represent SD.

### NSRP1 negatively regulates CDK4/6i resistance in breast cancer cells

To study the function of NSRP1 on CDK4/6i resistance, we silenced NSRP1 in MCF7 and T47D cells (Fig. 2*A*). Downregulation of NSRP1 slightly inhibited cell proliferation, however, upon palbociclib treatment, the growth rate of NSRP1 downregulated cells was significantly higher than the control group for both MCF7 and T47D cells (Fig. 2*B*). Via treated with various concentrations of palbociclib, it was found that NSRP1 silencing MCF7 or T47D cells showed higher IC_50_ values towards palbociclib compared with the control group, suggesting NSRP1 silencing reduced the sensitivity of MCF7 and T47D cells to palbociclib (Fig. 2*C*). Flow cytometry analysis further revealed that palbociclib treatment induced cell cycle arrest at the G_0_/G_1_ phase in MCF7 and T47D cells, which was largely reversed in the NSRP1 silencing cells (Fig. 2*D*). However, NSRP1 knockdown showed no significant effect on cell proliferation of MCF7-PalR cells with or without palbociclib treatment which might be due to the low expression of NSRP1 (Fig. S2, *A* and *B*). Next, we overexpressed NSRP1 in the MCF7-PalR cells (Fig. 2*E*). Overexpression of NSRP1 suppressed cell growth and the growth rate of the NSRP1 overexpression cells was more significantly repressed by palbociclib compared with the control group (Fig. 2*F*). Moreover, NSRP1 overexpression cells showed lower palbociclib IC_50_ values than the control group, suggesting NSRP1 overexpression reversed palbociclib resistance of MCF7-PalR cells (Fig. 2*G*). Flow cytometry analysis also showed that NSRP1 overexpression cells showed a higher percentage of G_0_/G_1_ phase cells than the control cells upon palbociclib treatment (Fig. 2*H*). The data collectively showed that NSRP1 negatively regulated CDK4/6i resistance in breast cancer cells.

**Figure 2:**
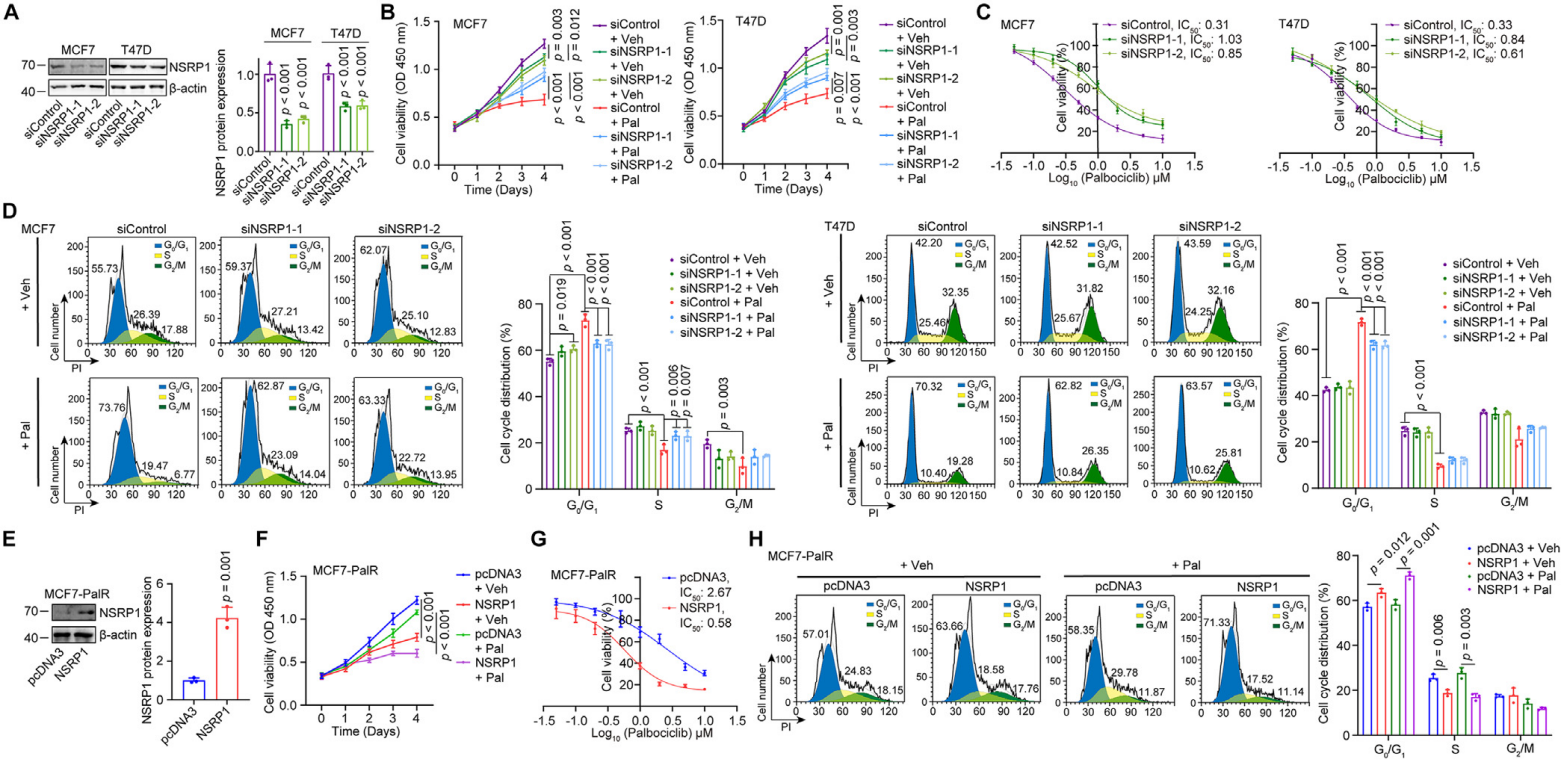
**NSRP1 expression was positively associated with palbociclib sensitivity in breast cancer cells**. *A*, Western blotting detection of NSRP1 protein expression in MCF7 or T47D cells with transfection of siNSRP1s or siControl. *B*, the CCK8 assay was performed to detect the cell proliferation ability of MCF7 or T47D cells with transfection of siNSRP1s or siControl and treated with or without palbociclib. *C*, after transfected with siNSRP1s or siControl, MCF7 or T47D cells were treated with increasing concentrations of palbociclib. The growth curves were depicted and the IC_50_ values were calculated. *D*, flow cytometry detection of cell cycle distribution of MCF7 or T47D cells with transfection of siNSRP1s or siControl and treated with or without palbociclib. *E*, Western blotting detection of NSRP1 protein expression in MCF7-PalR cells with transfection of pcDNA3 or pcDNA3-NSRP1. *F*, the CCK8 assay was performed to detect the cell proliferation ability of MCF7-PalR cells with transfection of pcDNA3 or pcDNA3-NSRP1 and treated with or without palbociclib. *G*, after transfected with pcDNA3 or pcDNA3-NSRP1, MCF7-PalR cells were treated with increasing concentrations of palbociclib. The growth curves were depicted and the IC_50_ values were calculated. *H*, flow cytometry detection of cell cycle distribution of MCF7-PalR cells with transfection of pcDNA3 or pcDNA3-NSRP1 and treated with or without palbociclib. Comparison by one-way ANOVA followed by the Tukey test (*A*–*D*, *F*, and *H*: n = 3 replicates/group) or Student’s *t* test (*E*: n = 3 replicates/group, unpaired). Error bars represent SD.

### Downregulation of NSRP1 activates the IFN pathway in breast cancer cells

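NSRP1, a splicing regulator of nuclear speckles, lies on chromosome 17 of GRCh38 from 30115521 to 30186475. In MCF7 cells, an estrogen receptor-positive breast cancer cell line, its TMM-normalized count was 402 ± 9.12 (SD, n = 2 libraries) with siControl 3 days after transfection. It was 241 ± 8.12 (SD, n = 2) with siNSRP1-1 and 188 ± 6.79 (SD, n = 2) with siNSRP1-2. The log2 fold change of NSRP1 was -0.74 (standard error 0.09, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test) with siNSRP1-1 and -1.09 (standard error 0.09, adjusted p = 1.8e-07 from the same test) with siNSRP1-2. NSRP1 was lower with siNSRP1-2 than with siNSRP1-1 (log2 fold change -0.36, standard error 0.10, adjusted p = 0.0398 from the same test). This call was lost when low counts were not filtered. Both siRNAs match coding sequence of NSRP1 exon 7, siNSRP1-1 from 30185552 to 30185572 and siNSRP1-2 from 30185458 to 30185478. Of the 17 annotated NSRP1 transcripts, 4 hold the sites. The pseudogene NSRP1P1 holds both sites as well.

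Stranded mRNA libraries of 6 MCF7 samples, 2 for each of 3 groups, were sequenced as paired-end reads on a DNBSEQ platform. The authors filtered the reads, aligned them to GRCh38 with HISAT2 and counted them per gene with featureCounts. The total counts were 18858095 and 18802838 with siControl, 18816927 and 18793049 with siNSRP1-1, and 18614949 and 18630232 with siNSRP1-2. Mitochondrial genes took 5.25% and 5.71% of the counts with siControl, 6.23% and 6.48% with siNSRP1-1, and 6.95% and 6.81% with siNSRP1-2. The number of genes with a count was 23384 and 23225 with siControl, 23760 and 23902 with siNSRP1-1, and 24370 and 24259 with siNSRP1-2. From these raw counts, TMM factors were computed, genes with low counts were removed with filterByExpr. In all, 15296 genes entered 1 edgeR fit of the 3 groups. P-values were adjusted by the Benjamini-Hochberg method. Standard errors were taken from the log2 fold change and the F statistic of each gene. The labels number the samples of a group as repeats and do not say whether they came from separate transfections. The p-values measure the spread between these libraries, which may be technical. Protein-coding genes with a close copy on an alternate contig of GRCh38 held few counts. Outside the MHC region, 1.45% of 620 such genes had a mean of at least 1000 counts, against 20.9% of 18115 genes without a copy.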

RNA-Seq was performed to analyze the transcriptome of NSRP1 silencing MCF7 cells and the control cells. It was observed that many IFN-stimulated genes were upregulated upon NSRP1 silencing in MCF7 cells (Fig. 3*A*). 

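IFIT1, an antiviral RNA-binding protein encoded on chromosome 10 from 89392546 to 89406487, had a TMM-normalized count of 129 ± 13.1 (SD, n = 2) with siControl. It had 1921 ± 9.74 (SD, n = 2) with siNSRP1-1 and 1729.5 ± 19.7 (SD, n = 2) with siNSRP1-2. Its log2 fold change was 3.89 (standard error 0.07, adjusted p = 2.7e-16 from edgeR) with siNSRP1-1 and 3.74 (standard error 0.07, adjusted p = 6.1e-16 from edgeR) with siNSRP1-2. The ubiquitin-like modifier ISG15 rose from 183 ± 11.1 (SD, n = 2) to 1812 ± 148 (SD, n = 2) and 1674 ± 4.27 (SD, n = 2). These are log2 fold changes of 3.31 (standard error 0.08) and 3.20 (standard error 0.08). All 8 IFN-stimulated genes that the paper measured by RT-qPCR (IFI27, IFIT1, OAS2, ISG15, IFI44, DDX60, OASL and DDX58, which is annotated as RIGI) were higher with each siNSRP1. All 8 were also higher when adjusted over the list alone. Of these, RIGI, a sensor of viral RNA, had the smallest change, with log2 fold changes of 2.35 (standard error 0.09) and 2.49 (standard error 0.09).

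**Figure D1:**
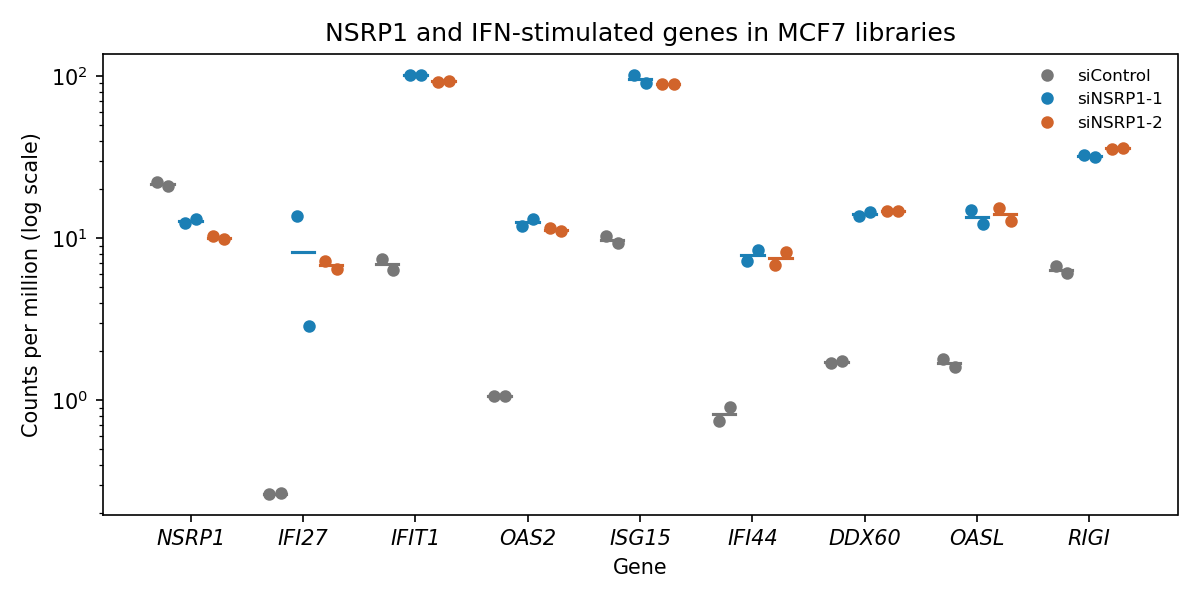
CPM (log scale) of NSRP1 and of the 8 IFN-stimulated genes in each library, with a point for each of the 2 libraries of a group and a line at their mean. NSRP1 is lower and the other genes are higher in every siNSRP1 library than in either siControl library. The 2 siNSRP1-1 libraries lie apart for IFI27, at 13.6 and 2.87 CPM.

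The paper names the 6 genes of Fig. 3A from these libraries and reports the 8 RT-qPCR genes beside them, so their counts are not independent evidence of a direction. All 6 genes of Fig. 3A were higher with each siNSRP1 and when adjusted over the list alone. These are IFIT1, ISG15, IFI6, OAS1, OAS3 and STAT1. OAS3 had log2 fold changes of 2.07 (standard error 0.05) and 1.81 (standard error 0.05), and the transcription factor STAT1 had 1.26 (standard error 0.04) and 1.37 (standard error 0.04). Camera gave adjusted p = 2.3e-10 and 1.9e-09 for these 6 genes (adjusted p = 0.0718 and 0.0658 with an estimated correlation). With siNSRP1-1, the 10 genes with the largest log2 fold change among the more expressed genes were IFI27, IFIT1, OAS2, IFI6, IFIT5, ISG15, IFI44, OAS1, IFIT3 and DDX60, from 3.04 to 4.94. With siNSRP1-2, IFIT2 stood in place of IFIT3, and the 10 genes went from 3.08 to 4.66. IFI27, for which 83.6% of the annotated sequence is also found on alternate contigs, had a TMM-normalized count of 156 ± 144 (SD, n = 2) with siNSRP1-1. Its log2 fold change with siNSRP1-1 was 3.43 without siNSRP1-1 replicate 1 and 5.67 without siNSRP1-1 replicate 2.
At the study's thresholds (unadjusted p under 0.05 and a log2 fold change over 1), 263 genes were higher with siNSRP1-1 and 368 with siNSRP1-2. Of the 263 and 368 genes, 187 and 285 also had an adjusted p under 0.05. The genes shared by both siNSRP1s at the study's thresholds were 189. In 20 simulations, every library, siControl included, was drawn without changes from the siControl means. The comparisons of these unchanged groups with the same simulated siControl libraries shared 9.85 higher genes on average at these thresholds. With DESeq2 the counts were 165, 231 and 114, and with no filter on low counts 458 and 624 genes were higher. After a linear fit on 3' UTR length and GC content, transcripts with the 7-base seed site of siNSRP1-1 in the 3' UTR were lower than transcripts without it. The log2 difference was -0.0599 (standard error across genes 0.0071) with siNSRP1-1 and -0.0774 (standard error across genes 0.0082) with siNSRP1-2. The seed site of siNSRP1-2 is another word, and transcripts with it were not lower with siNSRP1-2 (0.0065, standard error 0.0083). These values therefore do not show a seed effect of either siRNA.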

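Of 77 measured genes of an IFNα response list, 29 were among the 263 genes higher with siNSRP1-1 at the study's thresholds, where 1.32 were expected. With siNSRP1-2, 30 were among the 368 higher genes, where 1.85 were expected. IFITM1, a membrane protein that restricts viral entry, had log2 fold changes of 2.38 (standard error 0.07) with siNSRP1-1 and 2.27 (standard error 0.07) with siNSRP1-2. The ADP-ribosyltransferase PARP9 had 2.09 (standard error 0.08) and 2.04 (standard error 0.08), n = 2 libraries in each group. An IFNγ response list of 133 measured genes held 33 and 35 of the higher genes, where 2.29 and 3.20 were expected. Of the 5 genes for 2'-5' oligoadenylate synthesis and RNase L, 4 were past the thresholds with each siNSRP1: OAS1, OAS2, OAS3 and OASL.
Of 9 measured IFN ligands and receptors, 4 were among the higher genes with each siNSRP1, the ligands IFNB1, IFNL1, IFNL2 and IFNL3. IFNB1, which encodes IFNβ, had counts of 2 and 6 with siControl, 14 and 20 with siNSRP1-1, and 20 and 19 with siNSRP1-2. Its log2 fold changes were 2.08 (standard error 0.50, adjusted p = 0.00489 from edgeR) and 2.27 (standard error 0.49, adjusted p = 0.00182 from edgeR). The rise of IFNB1 with siNSRP1-1 did not pass the test without siControl replicate 1 (log2 fold change 1.49, adjusted p = 0.0745) or without siNSRP1-1 replicate 2 (1.80, adjusted p = 0.0568). With siNSRP1-2 the log2 fold change of IFNB1 was 1.68 without siControl replicate 1. DESeq2 gave no adjusted p for IFNB1. Without siControl replicate 2 the values were 3.04 and 3.23. IFNL1, which encodes a type III IFN, had counts of 3 and 2 with siControl, 30 and 25 with siNSRP1-1, and 15 and 26 with siNSRP1-2. Its log2 fold changes were 3.42 (standard error 0.50) and 2.99 (standard error 0.53). IFNL2 had 3.06 (standard error 0.46) and 3.42 (standard error 0.44). IFNL3, a near-identical paralog that may share reads with it, had 2.56 (standard error 0.57) and 2.59 (standard error 0.56). Of the 9 genes, 5 and 5 were higher and 0 and 0 lower at an adjusted p under 0.05 (5 and 5, and 0 and 1, when adjusted over the list alone). Camera gave adjusted p = 0.0724 and 0.104. With a library left out these went from 0.0122 (without siControl replicate 1) to 0.241 (without siControl replicate 2) for siNSRP1-1. For siNSRP1-2 they went from 0.0312 to 0.274, with the same libraries left out. For siNSRP1-1 the list also passed when low counts were not filtered (0.0423), without siNSRP1-1 replicate 1 (0.0329) and with GC content and length corrected (0.0309), and it did not pass with an estimated correlation (0.414 and 0.469).
The adjusted p of Fisher's exact test (one-sided, over 27 lists, background 15296 tested genes) was 2.4e-30 and 1.7e-27 for the IFNα list, 4.2e-28 and 1.1e-25 for the IFNγ list. It was 2.3e-06 and 8.7e-06 for the list of oligoadenylate synthesis and RNase L, and 4.5e-05 and 1.7e-04 for the IFN ligands and receptors. The paper names OAS1 and OAS3 in Fig. 3A and measured OAS2 and OASL by RT-qPCR. The oligoadenylate values are therefore not independent evidence. Fisher's test treats the genes of a list as independent. Camera with an estimated correlation between genes gave adjusted p = 0.0253 and 0.0377 for both the IFNα and the IFNγ list. It gave 0.0718 and 0.0814 for the list of oligoadenylate synthesis and RNase L, and 0.414 and 0.469 for the IFN ligands and receptors. Of the higher genes, 38 of 263 (14.4%) with siNSRP1-1 and 40 of 368 (10.9%) with siNSRP1-2 were in the IFNα list, the IFNγ list or the genes the paper names. Among the higher genes with a mean log2 CPM of at least 1, these were 31 of 71 (43.7%) and 33 of 88 (37.5%). The IFNα and IFNγ lists were written from memory after the HALLMARK sets and may differ from them in single members.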

GO enrichment analysis showed that the upregulated genes of the NSRP1 silencing groups were mainly enriched in the IFN pathway (Fig. 3*B*). In addition, most of the upregulated genes were also included in the IFN-related palbociclib-resistance signature (IRPS) genes (Fig. 3*C*). 

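The genes higher with both siNSRP1s at the study's thresholds held 37 genes of the IFNα list, the IFNγ list or the paper's named IFN-stimulated genes, which is 19.6% of 189 genes. Of all 15296 tested genes, 153 were such genes. Of the 1432 genes higher with both at an adjusted p under 0.05 from edgeR, 71 were such genes (4.96%). The 1432 genes became 732 with DESeq2 and 727 without the filter on low counts. Of the genes higher with both that had a mean log2 CPM of at least 1, such genes were 30 of 54 (55.6%) at the study's thresholds. At an adjusted p under 0.05 from edgeR they were 66 of 1331. Among them was IFI6, with log2 fold changes of 3.45 (standard error 0.06, n = 2 libraries in each group) with siNSRP1-1 and 3.41 (standard error 0.06) with siNSRP1-2. OAS1, which makes 2'-5' oligoadenylates, had log2 fold changes of 3.22 (standard error 0.10) and 3.10 (standard error 0.10). IFIT3 had 3.04 (standard error 0.23) and 2.98 (standard error 0.23). PARP14, an ADP-ribosyltransferase, had log2 fold changes of 1.99 (standard error 0.11, adjusted p = 8.6e-10 from edgeR) and 2.10 (standard error 0.11, adjusted p = 3.0e-10 from edgeR). The members of the IRPS are not listed in the paper's text, so the overlap with the IRPS itself was not computed here.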

Gene set enrichment analysis (GSEA) further identified the IFNα response and the IFNγ response pathways positively enriched in the NSRP1 silencing group (Fig. 3*D*). 

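Of 77 measured genes of the IFNα response list, 51 were higher and 4 lower with siNSRP1-1. With siNSRP1-2, 52 were higher and 4 lower (n = 2 libraries in each group). When adjusted over the list alone, 55 and 54 were higher and 8 and 8 were lower. HELZ2, a nuclear co-activator, rose with log2 fold changes of 1.77 (standard error 0.07, adjusted p = 4.4e-12 from edgeR) and 1.69 (standard error 0.07, adjusted p = 8.8e-12 from edgeR). CD47, a list member that protects cells from phagocytosis, fell with -0.46 (standard error 0.06) and -0.61 (standard error 0.06). Of 133 measured genes of the IFNγ response list, 69 were higher and 15 lower with siNSRP1-1, and 69 higher and 18 lower with siNSRP1-2 (75 and 71 higher, and 15 and 20 lower, when adjusted over the list alone). The IFNγ list shares 58 measured genes with the IFNα list. Of its other 75 genes, 23 were higher and 14 lower with siNSRP1-1, and 22 higher and 17 lower with siNSRP1-2.
Both lists were higher relative to the other genes in limma's camera test, with adjusted p = 7.0e-19 and 5.6e-16 for the IFNα list and 5.8e-11 and 9.3e-09 for the IFNγ list. These calls held with an estimated correlation between genes (adjusted p = 0.0253 and 0.0377 for each list). The 8 genes measured by RT-qPCR gave adjusted p = 1.2e-11 and 7.6e-11 (0.0395 and 0.0393 with an estimated correlation), which is not independent evidence, since the paper reports them from the same knockdown.
Of 12 genes of JAK, STAT and IRF factors, 4 were higher and 1 lower with siNSRP1-1, and 6 higher and 1 lower with siNSRP1-2 (6 and 6 higher, and 1 and 1 lower, when adjusted over the list alone). For this list camera gave adjusted p = 0.0761 and 0.0401 (adjusted p = 0.241 and 0.198 with an estimated correlation, and 0.0513 for siNSRP1-2 with a replicate block). The call with siNSRP1-2 was also lost without siControl replicate 2 (0.0776) or siNSRP1-2 replicate 2 (0.0689), and siNSRP1-1 passed with GC content and length corrected (0.0455). STAT2 had log2 fold changes of 0.53 (standard error 0.07) and 0.55 (standard error 0.07). IRF9, its partner in the ISGF3 complex, had 1.77 (standard error 0.25) and 1.90 (standard error 0.25). Among 14 measured RNA and DNA sensors and adaptors, 7 were higher and 2 lower with siNSRP1-1, and 8 higher and 1 lower with siNSRP1-2 (8 and 8 higher, and 2 and 1 lower, when adjusted over the list alone). Camera gave adjusted p = 0.00467 and 0.00208 (adjusted p = 0.112 and 0.101 with an estimated correlation). IFIH1, the sensor MDA5, had log2 fold changes of 1.66 (standard error 0.09) and 1.63 (standard error 0.09). Of the 5 genes of oligoadenylate synthesis and RNase L, 4 were higher and 1 was lower, also when adjusted over the list alone. The camera test gave adjusted p = 4.6e-05 and 2.2e-04 (adjusted p = 0.0718 and 0.0814 with an estimated correlation). The higher members are genes that the paper names in Fig. 3A or measured by RT-qPCR, so this is not independent evidence. The lower member was RNASEL, singled out after its values were seen, with -0.40 (standard error 0.14) and -0.63 (standard error 0.14). The RNASEL call with siNSRP1-1 was lost with DESeq2 and without either siNSRP1-1 library, and the value was -0.17 and not called without siControl replicate 2. Both RNASEL calls were lost when low counts were not filtered.
Of 12 genes of negative feedback on IFN signaling, 3 were higher and 3 lower with siNSRP1-1, and 3 higher and 1 lower with siNSRP1-2 (the same counts when adjusted over the list alone; camera adjusted p = 0.918 and 0.995). USP18, which restrains IFN receptor signaling, had 0.84 (standard error 0.10) and 0.75 (standard error 0.10). SOCS3, an inhibitor of JAK kinases, had -0.57 (standard error 0.12) and -0.88 (standard error 0.12). Among 11 measured genes of MHC class I presentation, 5 and 4 were higher and 0 and 0 lower (5 and 5, and 0 and 0, when adjusted over the list alone). For these genes camera gave adjusted p = 0.00334 and 0.0548 (adjusted p = 0.112 and 0.21 with an estimated correlation). With siNSRP1-2 the list passed with the strict filter (0.0494) and without siControl replicate 1 (0.0426), siNSRP1-1 replicate 1 (0.0488) or siNSRP1-1 replicate 2 (0.0476). B2M, the light chain of MHC class I, had log2 fold changes of 0.58 (standard error 0.06) and 0.45 (standard error 0.06), with 94.6% of its sequence also on alternate contigs. HLA-A, HLA-B, HLA-C, TAP1, PSMB8 and PSMB9, which also have copies there, had at most 2 counts in any library and were not tested. Of 5 measured guanylate-binding and related IFNγ-induced genes, 1 and 1 were higher and 1 and 0 lower, also when adjusted over the list alone (camera adjusted p = 0.645 and 0.995), the higher gene being IRF1 with 0.91 (standard error 0.13) and 0.71 (standard error 0.13). Of 12 genes of MHC class II presentation 4 were measured, too few for the list test, and by edgeR 0 were higher and 0 lower with each siNSRP1, also when adjusted over the list alone.
From the enrichment of both IFN responses, together with RT-qPCR, protein and drug-response experiments on other samples, the paper proposes that NSRP1 downregulation activates the IFN pathway and thereby gives resistance to CDK4/6 inhibitors.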

Interestingly, we found IFN-stimulated genes were strongly upregulated at mRNA (IFI27, IFIT1, OAS2, ISG15, IFI44, DDX60, OASL, DDX58) and protein (IFIT1 and ISG15) levels in MCF7-PalR and MCF7-AbeR cells compared with MCF7 cells (Fig. S3, *A* and *B*). Furthermore, short-term treatment of palbociclib or abemaciclib also elevated IFN-stimulated genes at both mRNA and protein levels, to a lesser extent, in MCF7 cells (Fig. S3, *C* and *D*). For validation, we performed RT-qPCR and the data showed that NSRP1 silencing strongly induced the elevation of many IFN-stimulated genes at mRNA levels in MCF7 and T47D cells (Fig. 3, *E* and *F*). The protein levels of IFIT1 and ISG15 were also strongly induced by NSRP1 silencing in MCF7 and T47D cells (Fig. 3, *G* and *H*). On the contrary, NSRP1 overexpression decreased mRNA and protein expression of these IFN-stimulated genes in MCF7-PalR cells (Fig. S3, *E* and *F*). To confirm the contribution of the IFN signaling to CDK4/6i resistance, we first treated MCF7 cells with IFNα2b to activate the IFN signaling in a dose-dependent manner (Fig. S3*G*). Consistently, it was observed that IFNα2b treatment desensitized MCF7 cells to palbociclib with higher IC_50_ values, especially in the high dose group (Fig. S3*H*), suggesting activation of the IFN signaling confers CDK4/6i resistance in breast cancer cells. Moreover, treatment of Ruxolitinib (an inhibitor of JAK/STAT and the IFN signaling) (31) decreased protein expression of ISGs (IFIT1, ISG15) in NSRP1 knockdown (NSRP1 si1) MCF7 cells (Fig. S3*I*), indicating inactivation of the IFN signaling. The cell viability assay further showed that Ruxolitinib treatment reduced the IC_50_ value of palbociclib in NSRP1 knockdown MCF7 cells (Fig. S3*J*). In addition, flow cytometry analysis showed that Ruxolitinib treatment induced a significant accumulation of NSRP1 knockdown MCF7 cells in the G0/G1 phase upon palbociclib exposure (Fig. S3*K*). These data showed that NSRP1 downregulation-induced activation of the IFN signaling was critical for CDK4/6i resistance development. Furthermore, by analyzing clinical samples, we observed a negative correlation between NSRP1 expression and the activity of the IFNγ pathway, in contrast to data from IRF3, a well-known transcription factor for the IFNγ pathway (Fig. S3*L*). These results suggested that NSRP1 downregulation activated the IFN pathway to confer CDK4/6i resistance in breast cancer cells.

**Figure 3:**
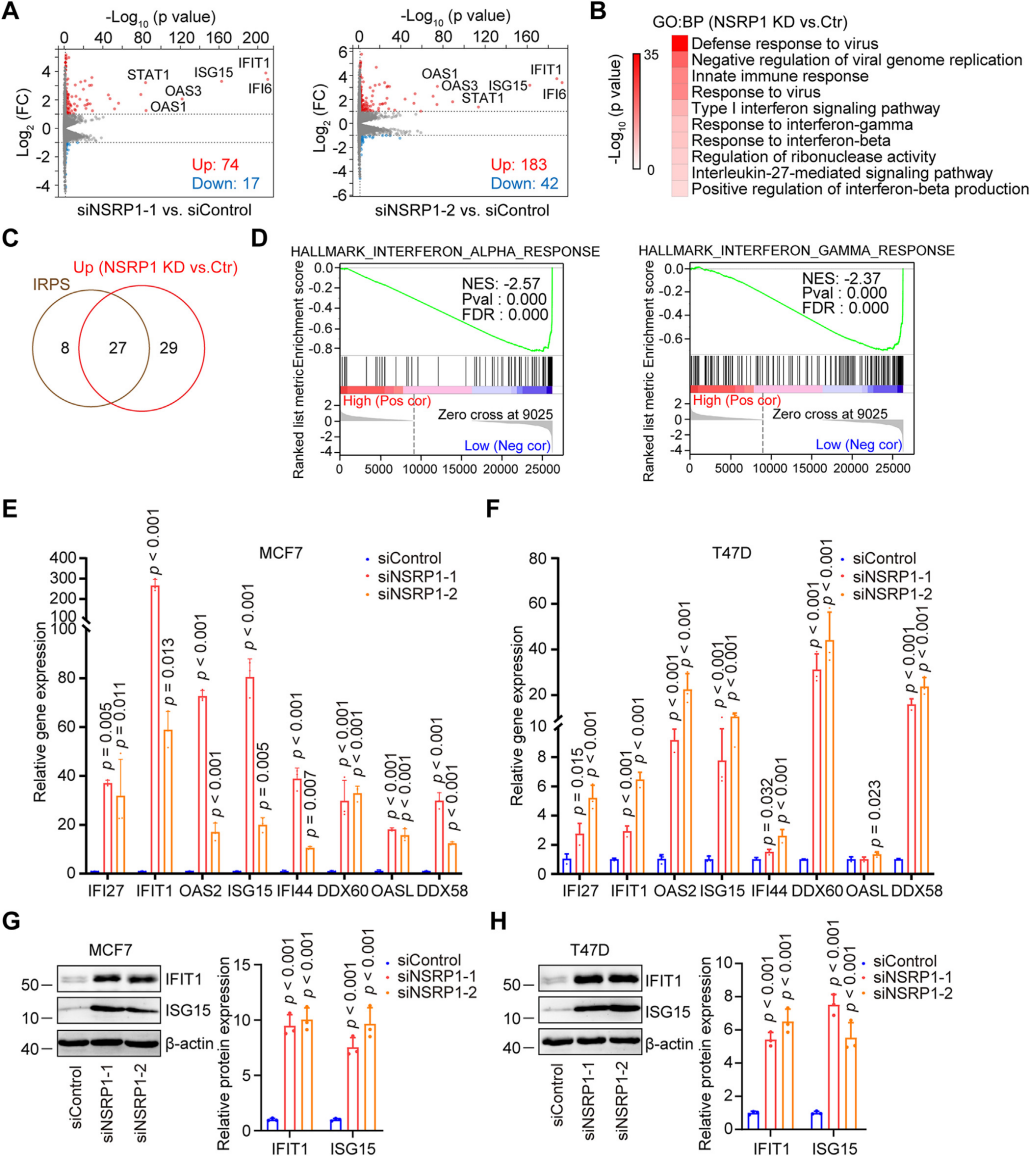
**NSRP1 silencing activated the IFN pathway**. *A*, Volcano plots of differentially expressed genes in MCF7 cells with transfection of siNSRP1s or siControl. *B*, GO:BP enrichment analysis of significantly altered genes (siNSRP1s vs. siControl). *C*, overlap of IFN-related palbociclib-resistance Signature (IRPS) genes with significantly upregulated genes (siNSRP1s *vs.* siControl). *D*, GSEA of HALLMARK gene set was applied to compare siNSRP1s and siControl. IFNα response and IFNγ response were the most significantly enriched and were presented. *E* and *F*, RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7 (*E*) and T47D (*F*) cells with transfection of siNSRP1s or siControl. *G* and *H*, Western blotting detection of protein levels of IFN-stimulated genes in MCF7 (*G*) and T47D (*H*) cells with transfection of siNSRP1s or siControl. Comparison by one-way ANOVA followed by the Tukey test (*E*–*H*: n = 3 replicates/group). Error bars represent SD.

### NSRP1 regulates AS events of key genes in the IFN pathway

NSRP1 has been reported to exert its function *via* controlling AS events. We next analyzed the AS events of the NSRP1 silencing and the control groups using the rMATS pipeline. Both NSRP1 siRNAs significantly altered around 800 AS events compared with the control group (Fig. 4*A*). For the AS events regulated by both NSRP1 siRNAs, most of them were skipping exon (SE, 60.7%), followed by intron retention (IR, 11.6%), alternative 3′ splice site (A3SS, 9.6%), alternative 5′ splice site (A5SS, 9.6%), and mutual exclusive exon (MXE, 8.5%) (Fig. 4*B*). The SE events were mostly distributed in the CDS region (60.9%) followed by the 5′UTR region (19.1%) (Fig. 4*C*). KEGG enrichment analysis showed that the genes with altered SE events upon NSRP1 silencing were involved in cancer-related processes, such as Metabolic Pathways, Endocrine Resistance, and Pathways in Cancer (Fig. 4*D*). Several reported regulators (NSD2, HRAS, IL4R, and STAT2) of the IFN pathways (32, 33, 34, 35) were also found in the list (Fig. 4*D*). Among them, the NSD2 exon 2 ranked top in differentially spliced exons (Table S1). For validation, we designed PCR primers to amplify the skipped exons. Consistent with the RNA-Seq data, the results showed that NSRP1 silencing promoted the inclusion of NSD2 exon 2 and IL4R exon2 while HRAS exon 5 was skipped upon NSRP1 knockdown (Fig. 4, *E*–*G*).

**Figure 4:**
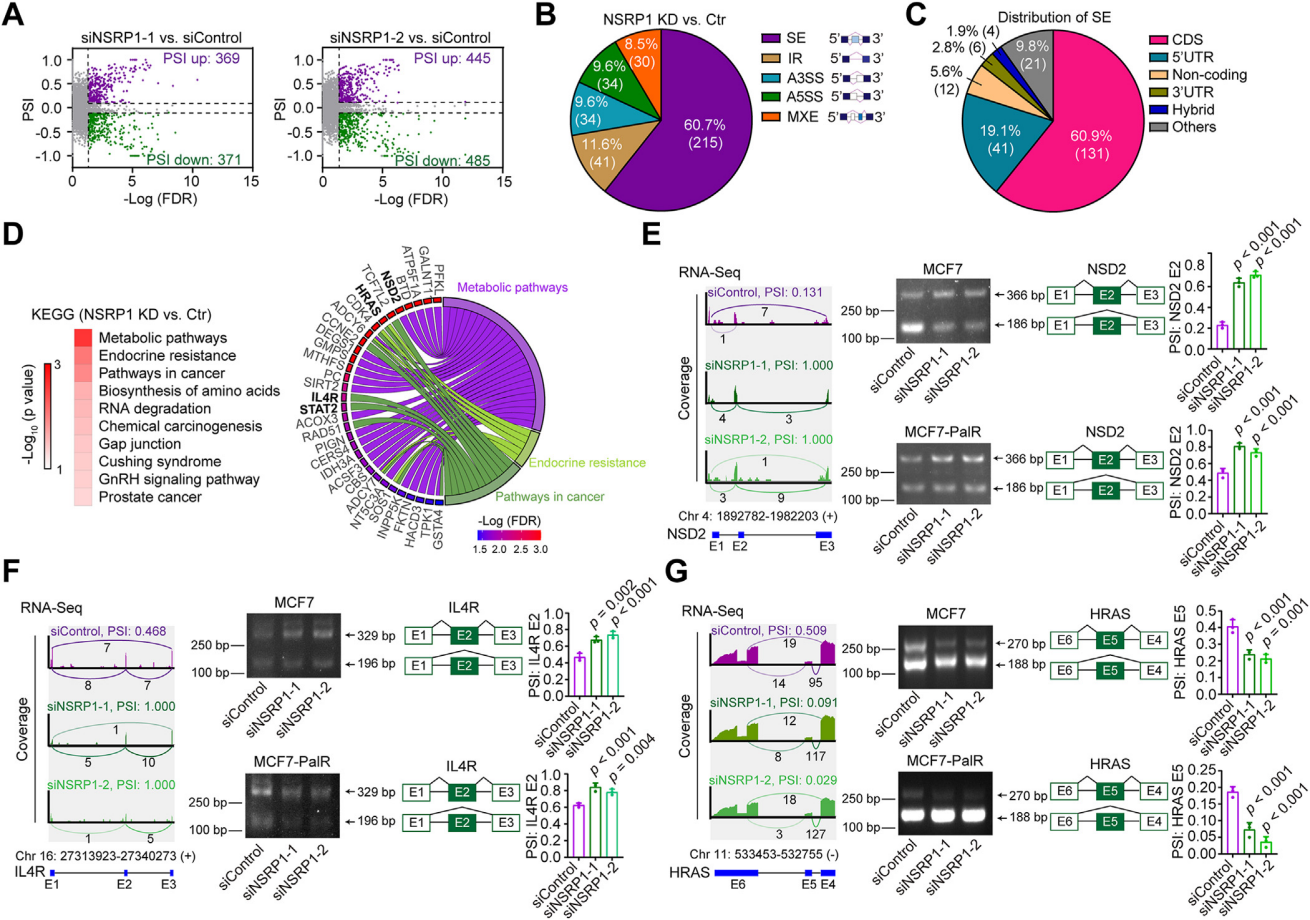
**NSRP1 regulated the AS of many oncogenes**. *A*, Volcano plots of significant altered AS events in MCF7 cells with transfection of siNSRP1s or siControl. *B*, Pie plot of the proportion of 5 AS types of significant altered AS events (siNSRP1s vs. siControl). *C*, distribution of AS events in locations of transcripts. *D*, KEGG enrichment of genes with altered AS events. The genes regulating the IFN pathway were labeled with bold style. *E–G*, Sashimi plots of altered AS events in NSD2, IL4R, and HRAS. RT-PCR was also performed to detect the inclusion of exons in NSD2, IL4R, and HRAS. Comparison by one-way ANOVA followed by the Tukey test (*E–G*: n = 3 replicates/group). Error bars represent SD.

### The inclusion of NSD2 exon 2 is associated with the poor prognosis of patients with breast cancer

Compared with parental MCF7 cells, the inclusion of NSD2 exon 2 was increased in MCF7-PalR cells (Fig. 5*A*). According to the TCGA-BRCA dataset, the inclusion of NSD2 exon 2 was significantly elevated in the breast tumors compared with normal tissues (Fig. 5*B*). More importantly, the inclusion of NSD2 exon 2 was associated with poor overall survival of patients with breast cancer of various subtypes (Fig. 5*C*). We detected the status of NSD2 exon 2 in 15 ER + breast tumors and matched normal tissues. It was observed that the inclusion of NSD2 exon 2 was significantly elevated in our collected breast tumors compared with the counterparts (Fig. 5*D*). The data suggested that NSD2 exon 2 inclusion might generate oncogenic transcripts in breast cancer cells.

**Figure 5:**
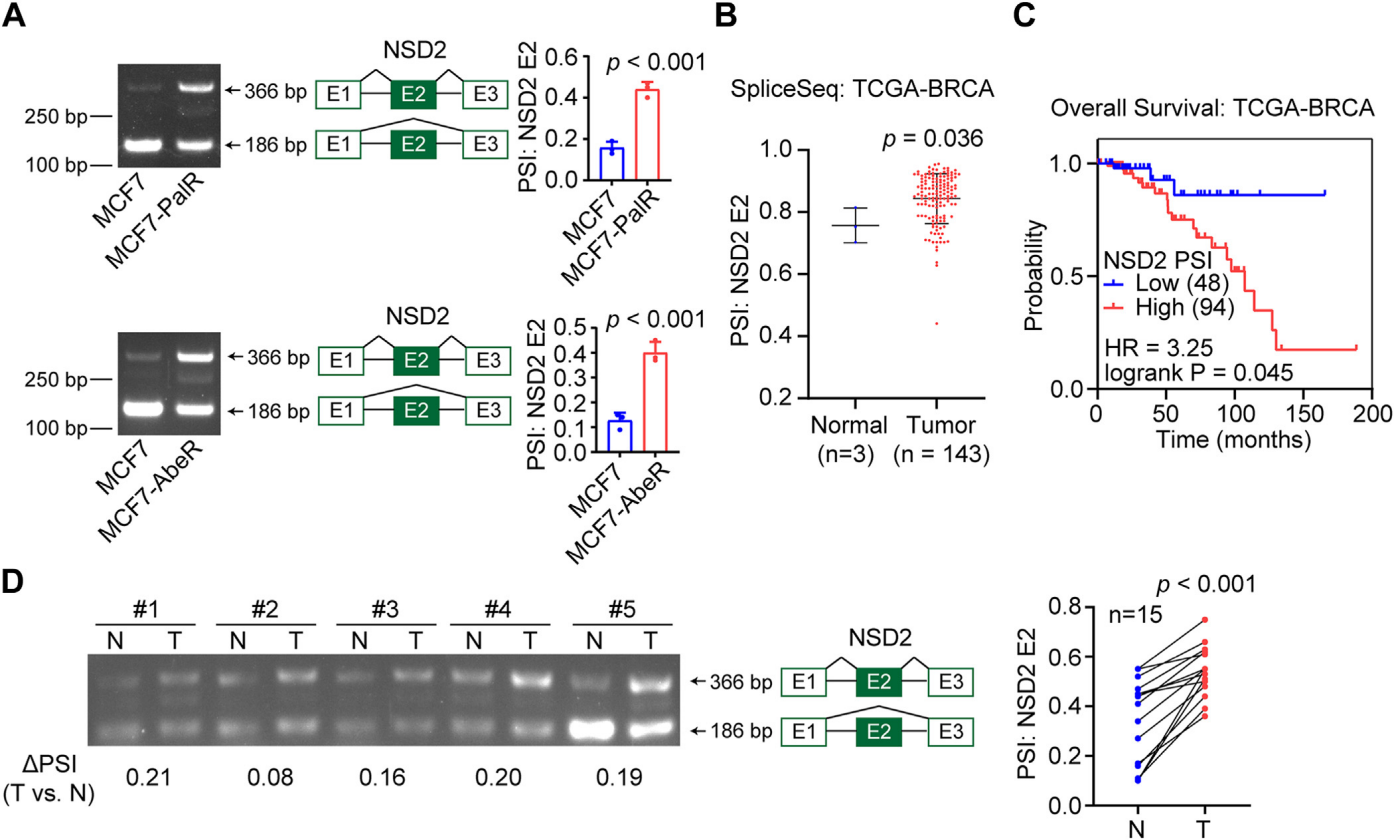
**The inclusion of NSD2 exon 2 was elevated in breast cancer**. *A*, RT-PCR detection of the inclusion of NSD2 exon 2 in MCF7 and MCF7-PalR cells. *B*, the PSI values of NSD2 exon 2 between breast tumors and normal tissues were compared. *C*, the association between the PSI values of NSD2 exon 2 and the overall survival of patients with breast cancer was analyzed with the Kaplan-Meier method. *D*, RT-PCR detection of the inclusion of NSD2 exon 2 in 15 pairs of breast tumors and matched normal tissues from patients diagnosed with ER+/Her2-breast cancer. Comparison by Student’s *t* test (*A*: n = 3 replicates/group, unpaired; *B*: n = 3 for Normal, n = 143 for Tumor, unpaired; D, n = 14 samples/group, paired) or Kaplan-Meier analysis (*C*). Error bars represent SD.

### The inclusion of NSD2 exon 2 elevates NSD2 protein expression and activates the IFN pathway

Via sequence analysis, we found that NSD2 exon 2 is located in the 5′UTR region of NSD2 transcripts (Fig. 6*A*). The inclusion of NSD2 exon 2 transformed transcript NM_133331 to transcript NM_133330 (Fig. 6*A*). According to the Ribo-Seq data, peaks were observed in the NSD2 exon 2 region in ZR-75-1 (ER+/Her2-), SUM159 (ER-/Her2-), and MCF10A (mammary epithelial) cells (Figs. 6*B* and S4, *A* and *B*), suggesting the sequence was involved in ribosome loading. Using polysome profiling, it was observed that the ratio of NSD2 mRNA in the subpolysomal fraction to the polysomal fraction (actively transcribed polysomes) in MCF7 cells was significantly elevated upon NSRP1 knockdown (Fig. 6, *C* and *D*), demonstrating that NSRP1 downregulation facilitated the translation of NSD2 mRNA. Consistently, western blotting showed that NSD2 protein levels were increased in NSRP1 silencing MCF7 cells compared with the control cells (Fig. 6*E*), however, the NSD2 protein stability was not altered upon NSRP1 silencing (Fig. S4*C*). In addition, NSD2 mRNA levels did not change significantly during NSRP1 silencing (Fig. S4*D*). These data suggested that the exon may be pivotal for translating the NSD2 mRNA. Similarly, NSRP1 knockdown elevated NSD2 protein expression in MCF7-PalR cells (Fig. 6*F*). On the contrary, NSRP1 overexpression decreased NSD2 protein expression without affecting NSD2 mRNA levels (Figs. 6*G* and S4*E*). NSD2 methylates H3K4 and H3K36 of the promoters, therefore facilitating the effect of IRF3 on stimulating the IFN pathway (32). It was found that NSD2 silencing decreased the protein expression of NSD2 and IFN-stimulated genes (IFIT1, ISG15) in MCF7 and MCF7-PalR cells (Fig. 6, *H* and *I*). The mRNA levels of IFN-stimulated genes were also reduced in MCF7 and MCF7-PalR cells upon NSD2 silencing (Fig. S4, *F* and *G*). In contrast, NSD2 overexpression elevated the protein and mRNA levels of IFN-stimulated genes in MCF7 cells (Figs. 6*J* and S4*H*). Most importantly, western blotting showed that NSD2 overexpression reversed the function of NSRP1 overexpression in suppressing the protein and mRNA expression of IFN-stimulated genes in MCF7-PalR cells (Figs. 6*K*, and S4*I*). Moreover, NSD2 overexpression also reversed the effects of NSRP1 overexpression in sensitizing MCF7-PalR cells to palbociclib treatment (Fig. 6*L*). These data implied that NSRP1 downregulation increased NSD2 expression to activate the IFN pathway *via* promoting the inclusion of NSD2 exon 2 in breast cancer cells.

**Figure 6:**
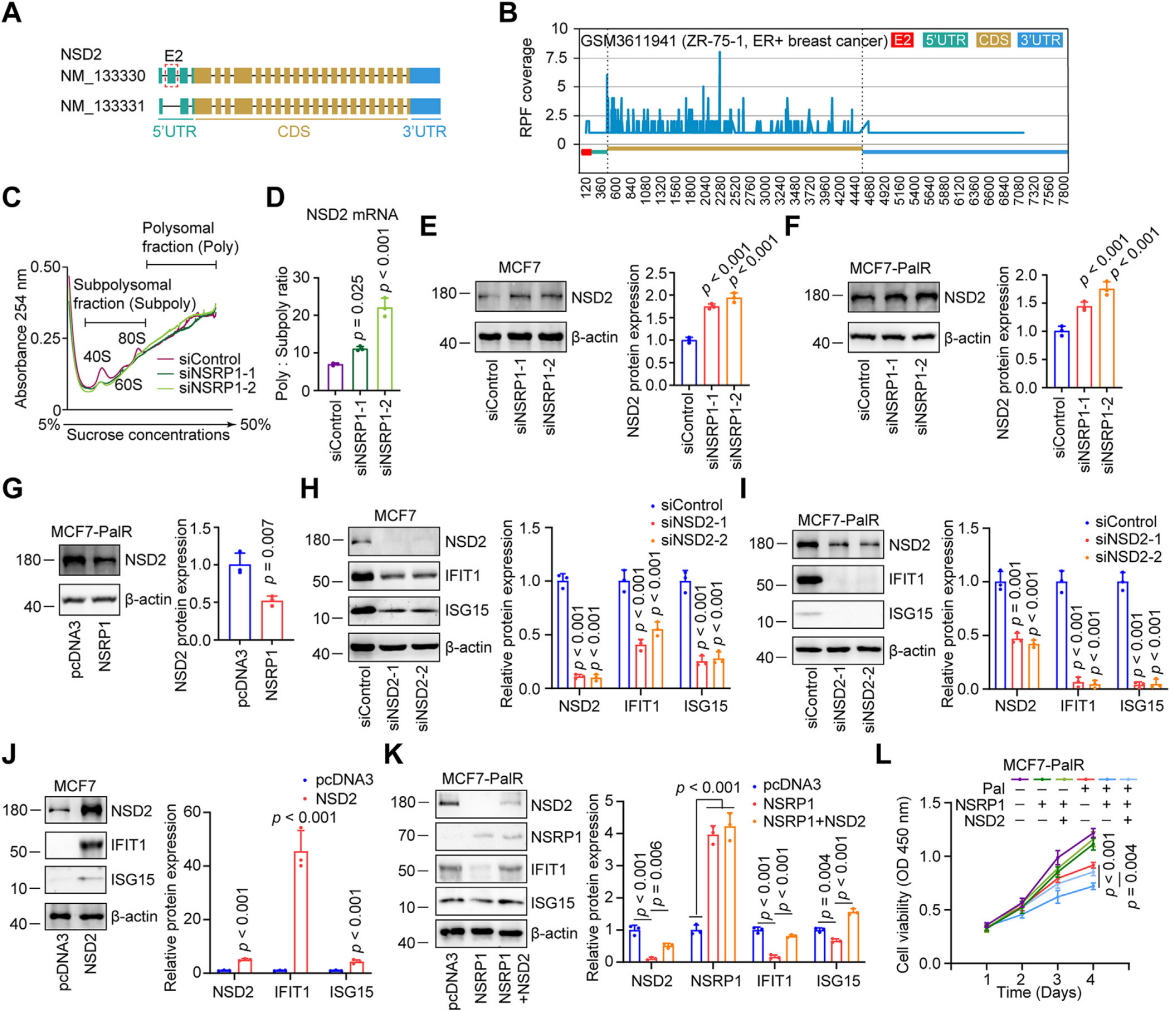
**NSRP1 negatively regulated NSD2 protein expression**. *A*, analysis of the structures of NSD2 transcripts with or without exon 2. *B*, ribo-Seq data showed that peaks were observed in the exon 2 region in the NSD2 transcript. *C*, the polysome profiling curves of siControl, siNSRP1-1, and siNSRP1-2 MCF7 cells were indicated. *D*, RT-qPCR was performed to detect the ratio of NSD2 mRNA in polysomal (Poly) and subpolysomal (Subpoly) fractions from polysome profiling of siControl, siNSRP1-1, and siNSRP1-2 MCF7 cells. *E* and *F*, Western blotting detection of protein levels of NSD2 in MCF7 (*E*) and MCF7-PalR (*F*) cells with transfection of siNSRP1s or siControl. *G*, Western blotting detection of protein levels of NSD2 in MCF7-PalR cells with transfection of pcDNA3 or pcDNA3-NSRP1. *H* and *I*, Western blotting detection of protein levels of NSD2 and IFN-stimulated genes in MCF7 or MCF7-PalR cells with transfection of siNSD2s or siControl. *J*, Western blotting detection of protein levels of NSD2 and IFN-stimulated genes in MCF7 cells with overexpression of NSD2. *K*, Western blotting detection of protein levels of NSRP1, NSD2, and IFN-stimulated genes in MCF7-PalR cells with overexpression of NSRP1 or NSD2 or NSRP1 + NSD2. Comparison by one-way ANOVA followed by the Tukey test (*D–F*, *H*, *I*, *K*, and *L*: n = 3 replicates/group) or Student’s *t* test (*G* and *J*: n = 3 replicates/group, unpaired). Error bars represent SD.

### Low NSRP1 expression was associated with an immunosuppressive tumor microenvironment in ER+/Her2-breast cancer

Because the infiltration of immune and stromal cells represents the tumor microenvironment in tumor tissues (36), we explored the association between the expression of NSRP1 and ESTIMATE scores (ESTIMATE Immune score and ESTIMATE Stromal score) in TCGA ER+/HER2- tumors. It was found that NSRP1 was lowly expressed in Immune score low/Stromal score high tumors compared with Immune score high/Stromal score low tumors (Fig. 7*A*), suggesting NSRP1 was associated with an immunosuppressive tumor microenvironment. Moreover, it was found that the expression of many inhibitory immune checkpoint genes was negatively correlated with NSRP1 levels, such as VSIR and CD276 (Fig. 7*B*). Collectively, these data manifested that ER+/Her2-breast tumors with low NSRP1 expression were potentially associated with an immunosuppressive tumor microenvironment, which might contribute to immune escape and poor prognosis.

**Figure 7:**
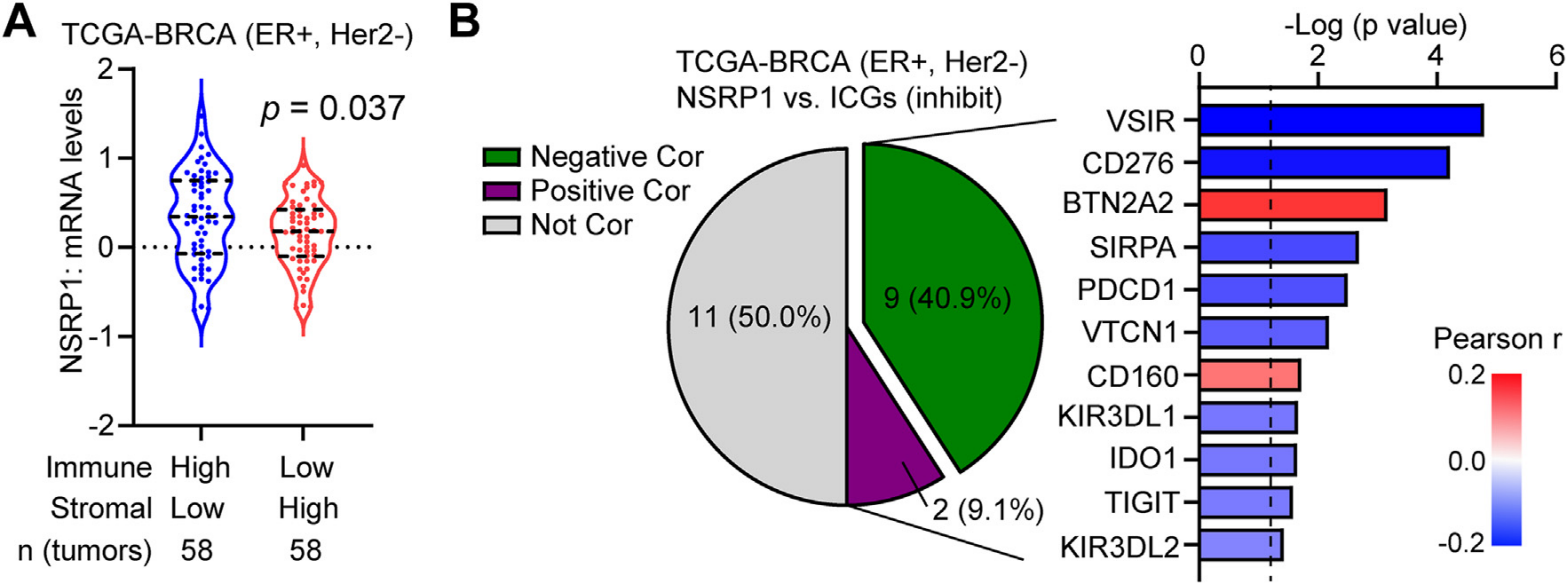
**Downregulation of NSRP1 was associated with the immunosuppressive microenvironment**. *A*, comparison of NSRP1 expression in Immune Score high/Stromal Score low ER+/Her2-tumors and Immune Score low/Stromal Score high ER+/Her2-tumors from the TCGA-BRCA dataset. *B*, the association between NSRP1 expression and the expression of inhibitory immune checkpoint genes in ER+/Her2-breast tumors from the TCGA-BRCA dataset. Comparison by Student’s *t* test (*A*: n = 58 tumors/group, unpaired) or Pearson correlation analysis (*B*). Error bars represent SD.

## Discussion

Although stimulation of the IFN signaling inhibited cell proliferation of breast cancer cells (37), chronic inherent activation of the IFN pathway is now recognized as a major trigger for chemotherapy resistance, radiotherapy resistance, tamoxifen resistance, and CDK4/6i resistance in breast cancer cells (11, 38, 39). Interestingly, our current study showed that NSRP1 downregulation not only inhibited cell proliferation of ER+ breast cancer cells but also conferred CDK4/6i resistance. These results indeed reveal the controversial role of INF signaling in breast cancer development. We further revealed that the downregulation of NSRP1 was responsible for the activation of the IFN pathway *via* regulating alternative mRNA splicing, suggesting NSRP1 was a promising biomarker for patients receiving CDK4/6i treatment (Fig. 8).

**Figure 8:**
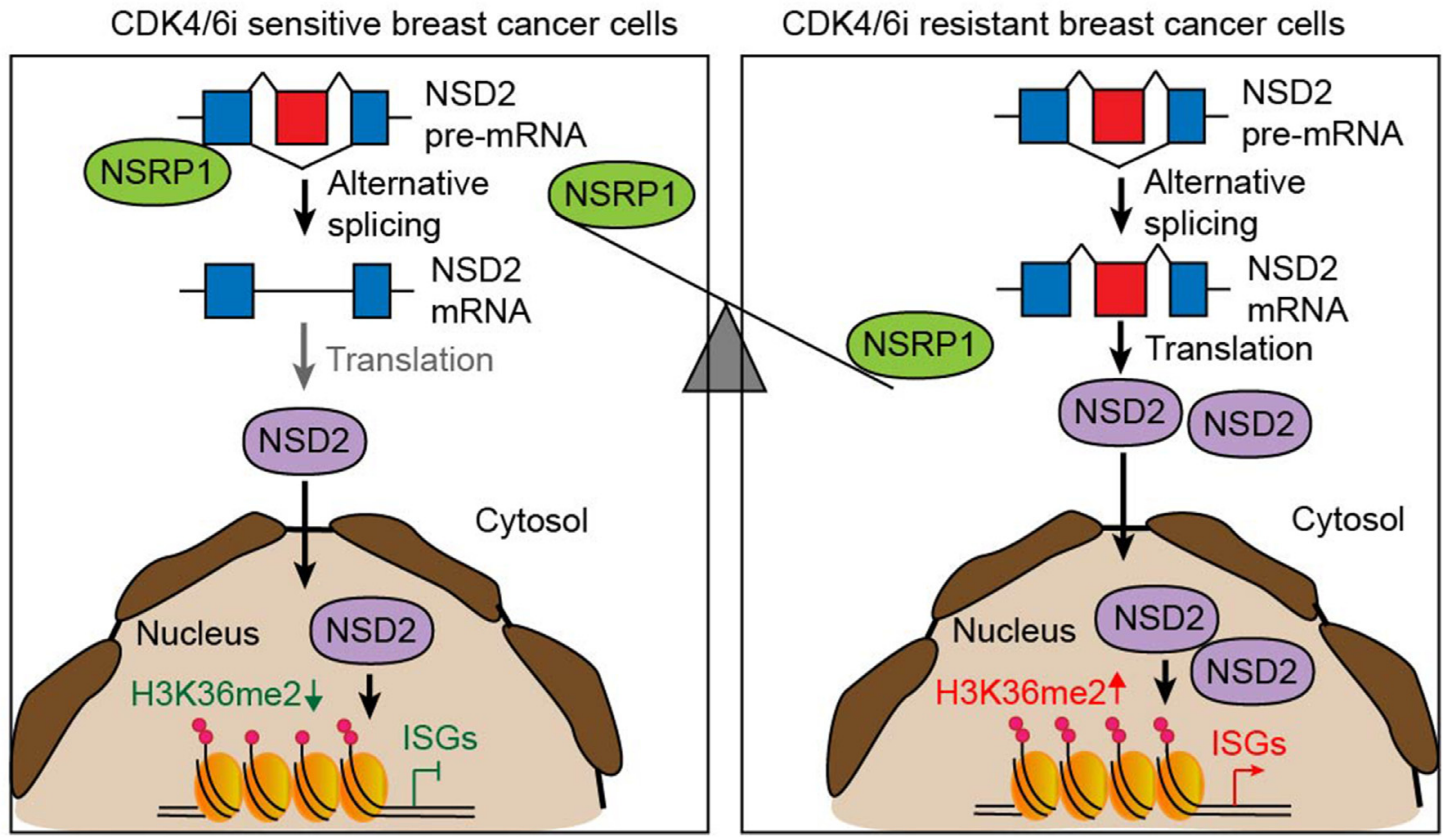
**Schematic representation of the role of NSRP1 in the regulation of CDK4/6i sensitivity in breast cancer cells**.

Most recently, it has been revealed that the expression of NSRP1 was decreased in subtypes of breast cancer and was associated with no recurrence and no metastasis status (21). In the current study, we observed a significant decrease in NSRP1 expression in palbociclib-resistant tumors and cell lines than their counterparts. In contrast to the previous report, which showed that NSRP1 expression was not associated with disease-free survival of Lum breast cancer (21), we observed that low expression of NSRP1 was significantly associated with poor overall survival of patients with LumA and LumB breast cancer. Our data also showed that NSRP1 downregulation conferred palbociclib resistance in ER + breast cancer cells and strongly alleviated cell cycle arrest in the G_0_/G_1_ phase upon palbociclib treatment. The findings manifested a tumor suppressor function of NSRP1 in ER+ breast cancer cells, providing novel insights in addition to the reported anti-metastasis function of NSRP1 in triple-negative breast cancer cells (21).

In 2011, NSRP1 was identified as a component of nuclear speckles, which are storage sites for pre-mRNA splicing machinery (19). NSRP1 reversed the splicing activity of oncogenic splicing factors SRSF2 and SRSF1 *via* physically interacting with the two splicing factors, regulating AS of CD44, Tra2β1, and Fas (19, 40). During thymocyte development, NSRP1 regulated AS of transcripts generated from cell cycle genes and SRSF1 (20). In triple-negative breast cancer, NSRP1 promoted the inclusion of NUMB exon 12 to antagonize epithelial-mesenchymal transition (EMT) *via* interaction with SRSF1 (21). Here, *via* RNA-Seq data analysis, we found NSRP1 regulated the splicing of pre-mRNAs transcribed from many oncogenes involved in metabolic pathways, endocrine resistance, and pathways in cancer in ER+ breast cancer cells. Among them, NSD2 methylated histones, facilitate the accessibility of IRF3 to IFN-I promoter and activate the IFN pathway (32). NSD2 could also methylate and activate STAT3 (41), which is a critical transcription factor for the IFN-stimulated genes (42). More importantly, targeting NSD2 enhanced the vulnerability of breast cancer cells to endocrine therapy (43). Our data showed that silencing of NSD2 also decreased the expression of the IFN-stimulated genes in ER + breast cancer cells, suggesting NSRP1-regulated AS of NSD2 might contribute to the activity of the IFN pathway. In detail, we found the inclusion or skipping of NSD2 exon 2, which was negatively regulated by NSRP1, generated 2 transcripts with different 5′UTR sequences. AS of 5′UTR determined the translatability of mRNAs in cancer cells (44). Consistent with the hypothesis, it was observed that NSRP1 silencing led to an increase of NSD2 transcripts in the subpolysomal fractions and elevation of NSD2 protein expression in ER+ breast cancer cells, suggesting that NSRP1 inhibited the translation of NSD2 *via* promoting the skipping of exon 2 from NSD2 pre-mRNA. The IFN pathway was associated with the immunosuppressive microenvironment in ER+ breast cancer and resistance to CDK4/6i (11). Interestingly, we also found that NSRP1 low-expression tumors exhibited high expression of inhibitory immune checkpoint genes. The results manifested that NSRP1 might be involved in the immunosuppressive microenvironment and this could partly explain the NSRP1-related CDK4/6i resistance in breast cancer cells. Therefore, the data collectively discovered an NSRP1/NSD2/IFN axis implicated in CDK4/6i resistance in ER+ breast cancer cells.

The study unveiled a critical role of NSRP1 downregulation in CDK4/6i resistance development, suggesting NSRP1 as a promising biomarker for patients with ER+ breast cancer. The data also identified AS events and the IFN pathway regulated by NSRP1 in breast cancer cells, providing novel insights into understanding the development of CDK4/6i resistance and optimizing treatment strategies for patients. Nonetheless, the current study is limited to providing direct evidence for the function of NSRP1 in immune suppression, which cannot be concluded that NSRP1 exerts its function *via* regulating immune cell infiltration directly in breast cancer cells. Therefore, a systematic study is needed to explore the function of NSRP1 in cancer immunology.

## Experimental procedures

### Human tissues

15 breast tumors and matched normal tissues were collected from patients diagnosed with ER+/Her2-breast cancer in the Affiliated Hospital of Yangzhou University from 2021 to 2023. None of the patients received chemotherapy or radiotherapy before the surgery. Written informed consents were collected from patients enrolled in the study. All experiments were approved and conducted under the supervision of the Ethic Committee of Yangzhou University (YXYLL-2021–08). Human studies in the current research abide by the principles of the Declaration of Helsinki. The samples were immediately transferred to liquid nitrogen for storage before extraction of RNA.

### Cell culture and reagents

ER+/Her2-breast cancer cell lines MCF7 and T47D were purchased from ATCC. These cells were cultured in RPMI1640 (Procell) supplemented with 10% FBS (HyClone) in a 37 °C incubator. The establishment of the MCF7-AbeR cell line was previously reported (3). The construction of the MCF7-PalR cell line was similar to MCF7-AbeR. Briefly, MCF7-TAMR cells were treated with increased concentrations of palbociclib (MCE) in combination with tamoxifen (MCE) for 6 months. After that, the CCK-8 assays were performed to determine palbociclib IC_50_ values of MCF7-TAMR and established MCF7-PalR cell lines. MCF7-AbeR and MCF7-PalR cells were maintained in RPMI1640 (no phenol-red) (Procell) with 10% FBS (activated charcoal absorbed) (VivaCell Biosciences) and abemaciclib (0.1 μmol/L) or palbociclib (0.5 μmol/L). The cytokine IFNα2b (MCE) was dissolved in water supplemented with 10% FBS. Ruxolitinib (Selleck), an inhibitor of JAK/STAT and the IFN signaling, was dissolved in DMSO and was used to inhibit the IFN signaling. To activate or inactivate the IFN signaling, cells were treated with IFNα2b (5000 or 10,000 Units/ml) or Ruxolitinib (10 μmol/L) for 1 day and then subjected to protein or RNA extraction.

### siRNA-mediated gene silencing

Control siRNA and siRNAs targeting NSRP1 or NSD2 were synthesized by GenePharma. Following the guideline of GP-transfect-Mate (GenePharma), siRNAs were diluted in OptiMEM (Invitrogen) and GP-transfect-Mate was then added to the mixture and maintained for 15 min. After that, the mixture was added to the cultured cells in the 6-well plates. 3 days later, the cells were harvested and the RNA and protein were extracted to detect the knockdown efficiency. The sequences of siRNAs were as follows: siControl: 5′-UUCUCCGAACGUGUCACGUTT-3′; siNSRP1-1: 5′-GCAGUGAGCAAGUUUGCAAAGTT-3′; siNSRP1-2: 5′-GAAACCCUCUAAUUCUGAAUCTT-3′; siNSD2-1: 5′-AGGGAUCGGAAGAGUCUUCAATT-3′; siNSD2-2: 5′-AACGGCCAGAACAAGCUCUUATT-3′.

### RNA sequencing

MCF7 cells were transfected with siControl or siNSRP1s. 3 days later, the cells were harvested and subjected to RNA extraction and library construction. The sequencing was conducted on a DNBSEQ platform (paired-end reads) by BGI. The sequencing raw data were filtered. The clean data was aligned to the Hg38 genome by the Hisat2 software, followed by processing with the Samtools and Featurecounts software sequentially. DeSeq2 was then used to compare the control group and the treatment group. Significantly differentially expressed genes were defined as log_2_fold change > 1 or < 0.5 and *p* < 0.05. The differentially expressed genes were enriched with the GO:BP using the DAVID software (https://david.ncifcrf.gov/tools.jsp). GSEA software was also used to study the association between altered transcriptome (siNSRP1 vs. siControl) with the HALLMARK gene sets (https://www.gsea-msigdb.org/gsea/msigdb/human/search.jsp).

To compare the AS event frequencies between the siNSRP1 group and the control group, we used the rMATS software (45) to process the Bam files generated from the clean data of RNA-Seq. PSI values (Percent Splice In) were acquired to manifest the occurrence of exons in transcripts. The AS events included 5 types, namely skipping exon (SE), intron retention (IR), alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), and mutual exclusive exon (MXE). The significantly altered AS events were defined as PSI change > 0.1 or < −0.1 and FDR < 0.05. The genes with altered AS events were enriched with the KEGG by the DAVID software. The AS events were visualized with the IGV tool (46).

The data were deposited in the GEO database under the accession number GSE270673.

### Bioinformatic analysis

The NeoPalAna project is a phase II ER+/HER2-breast cancer clinical trial that collected tumor tissues before and after treatment of palbociclib in combination with anastrozole (a hormone therapy drug) and samples were subjected to microarray analysis. According to the Ki67 levels of post-treatment specimens, the patients were divided into palbociclib-sensitive (Ki67 ≤ 10%) and palbociclib-resistant (Ki67 > 10%) groups. The microarray data of the NeoPalAna project (17 and 5 cases sensitive and resistant to palbociclib respectively) was downloaded from the GEO database (GSE93204) (28). RNA-Seq data of primary pre-tamoxifen-treated and relapsed tamoxifen-resistant breast cancer tissues was acquired from the BioProject (PRJNA505938) (30). The list of RBPs was acquired from the EuRBP database (47). Kaplan-Meier software was used to investigate the association between overall survival and RBP expression in patients diagnosed with LumA or LumB breast cancer (Subtype-StGallen) (48).

TCGA SpliceSeq database (49) was used to retrieve PSI values for NSD2 exon 2 in 143 breast tumors and 3 normal tissues from the TCGA-BRCA project. The majority of these patients were ER+/Her2-breast cancer, and a third (43 out of 143) of these patients received endocrine therapy. cBioportal (https://www.cbioportal.org/) was used to obtain survival information of patients in the TCGA-BRCA project. Kaplan-Meier analysis was then performed to study the association between the PSI of NSD2 exon2 and the overall survival of patients with breast cancer of various subtypes. XENA (https://xenabrowser.net/) was used to acquire the activity of the IFNγ pathway in samples from the TCGA-BRCA dataset.

Ribo-Seq data were acquired from the Ribo-uORF database (50). We retrieved data from ZR-75-1, MCF10A, and SUM159 as representative cell lines.

The ESTIMATE (Estimation of STromal and Immune cells in MAlignant Tumor tissues using Expression data) Immune and Stromal scores of the TCGA-BRCA samples (ER+/Her2-breast tumors) were acquired from the ESTIMATE database (https://bioinformatics.mdanderson.org/estimate/index.html) (36). The list of inhibitory immune checkpoint genes was obtained from a previous study (51). The expression matrix of the inhibitory immune checkpoint genes and NSRP1 was downloaded from the TCGA-BRCA dataset using cBioportal. ER+/Her2-breast tumors were obtained from the TCGA-BRCA dataset, and the CYT and pDC scores of each sample were calculated according to a previous study (52). The infiltration of subpopulations of immune cells towards ER+/Her2-breast tumors was analyzed by the CIBERSORTx (53). The Pearson analysis was used to study the association between the expression of the inhibitory immune checkpoint genes, the infiltration of subpopulations of immune cells and the expression of NSRP1.

### NSRP1 overexpression

NSRP1 cDNA sequences were aligned to the pcDNA3 plasmid. pcDNA3-NSRP1 was transfected into cells with Lipo3000 (Invitrogen) to overexpress NSRP1 in indicated cells. 3 days later, the cells were harvested and the protein was extracted to confirm the overexpression efficacy.

### RNA extraction, RT-PCR, and RT-qPCR

TRIzol reagent (Invitrogen) was used to extract from cells and tissues. Tissues were cut into small pieces, added with TRIzol reagent, and rinsed in liquid nitrogen. The extracted RNA was quantified with a NanoDrop and reverse transcribed into first-strand cDNA with HiScript IV RT SuperMix for qPCR (Vazyme). RT-qPCR was then performed with ChamQ Universal SYBR qPCR Master Mix (Vazyme) following the manufacturer’s protocol. RT-PCR was performed to amplify the AS-related exons and the products were run on an agarose gel. The primer sequences are summarized in Table S2.

### Polysome profiling

After siRNA transfection, cells were cultured for an additional 48 h, then treated with cycloheximide (CHX) (Selleck) (0.1 mg/ml) for 2 min. After that, cells were harvested, lysed, and centrifuged to collect the supernatant. The supernatant was loaded onto a sucrose gradient, centrifuged with a Beckman SW41Ti rotor (38,000 rpm) at 4 °C, and fractioned according to the absorbance at 254 nm using an LC-UV100 equipment (WUFENG). The RNAs from the fractions were extracted using the TRIzol reagent for RT-qPCR.

### Cell proliferation and cell cycle analysis

The cell proliferation was detected using the CCK8 kit (Solarbio). Briefly, the CCK8 solution was mixed in the culture medium and the cells were incubated in the medium for 2 h. The absorbance (450 nm) was detected to reflect cell viability. To calculate IC_50_ values, cells were treated with increasing concentrations of palbociclib for 3 days. After that, the CCK8 assay was performed to measure the cell viability of each group, and the IC_50_ values were calculated by GraphPad Prism 8. To detect the distribution of cell cycle, cells were fixed in 70% ethanol overnight and stained with Propidium Iodide (PI) (Vazyme) for 30 min. The cells were then subjected to flow cytometry analysis. The data were analyzed with the Modfit software.

### Western blotting

Lysates were prepared from cells using the RIPA lysis buffer (Beyotime). The BCA kit was used to detect the concentrations of lysates. The lysates were run on an SDS-PAGE gel. The proteins were transferred to the PVDF membrane, and incubated with the primary and secondary antibodies sequentially. Finally, the membrane was developed with the ECL Western Blotting Substrate (Pierce; Thermo Fisher) and imaged with a ChemiDoc Imager (Shenhua Bio.). The intensity of bands was quantified using the ImageJ software and normalized to β-actin. The information on antibodies is listed in Table S3.

### CHX chase assay

The NSD2 protein stability was measured by the CHX chase assay. Briefly, NSRP1 silencing or control cells were plated in the 6-well plates and treated with CHX (20 μg/ml) for the indicated time. The cells were then harvested and subjected to western blotting.

### Statistical analysis

The data were analyzed with the GraphPad Prism 8 and showed as mean ± SD. All experiments were repeated thrice. Student’s *t* test was selected to compare 2 groups. Three groups were analyzed with one-way ANOVA followed by the Tukey test. *p* < 0.05 was considered statistically significant.

## Data availability

Other data supporting the study findings are available from the corresponding author upon reasonable request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

# Supplementary material for: Downregulation of the splicing regulator NSRP1 confers resistance to CDK4/6 inhibitors via activation of interferon signaling in breast cancer
**Source:** J Biol Chem. 2024 Dec 10;301(1):108070. doi: 10.1016/j.jbc.2024.108070
**Supplement:** Supporting information

**Supplementary Figure and Tables**

**
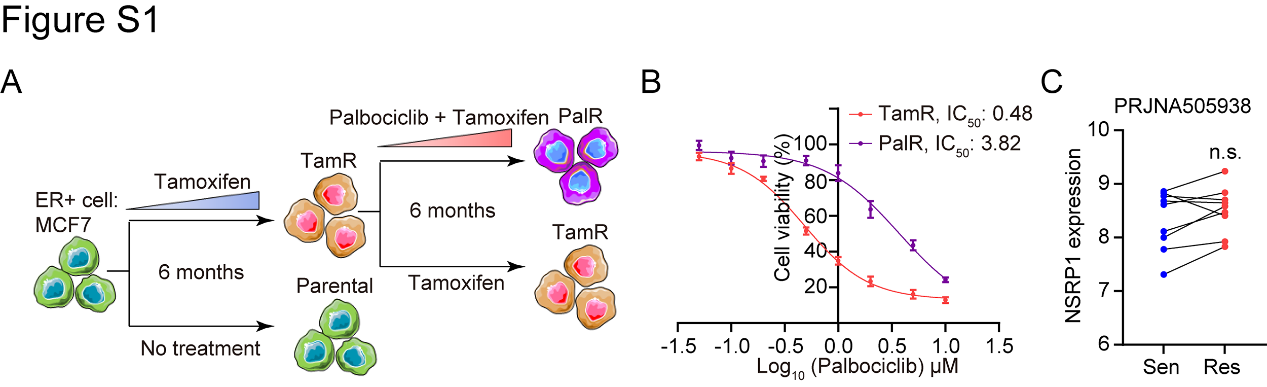
**

**Figure S1. Establishment of palbociclib resistant MCF7 cells (MCF7-PalR)**

A. A scheme of the procedure to establish MCF7-PalR cell. B. Drug response curves were plotted to study the palbociclib IC_50_ values of MCF7-TamR and MCF7-PalR cells. C. The expression of NSRP1 was compared between tamoxifen-sensitive and tamoxifen-resistant breast tumors from the dataset PRJNA505938 (n = 9 tumors/group, paired Student’s t-test). Error bars represent SD.

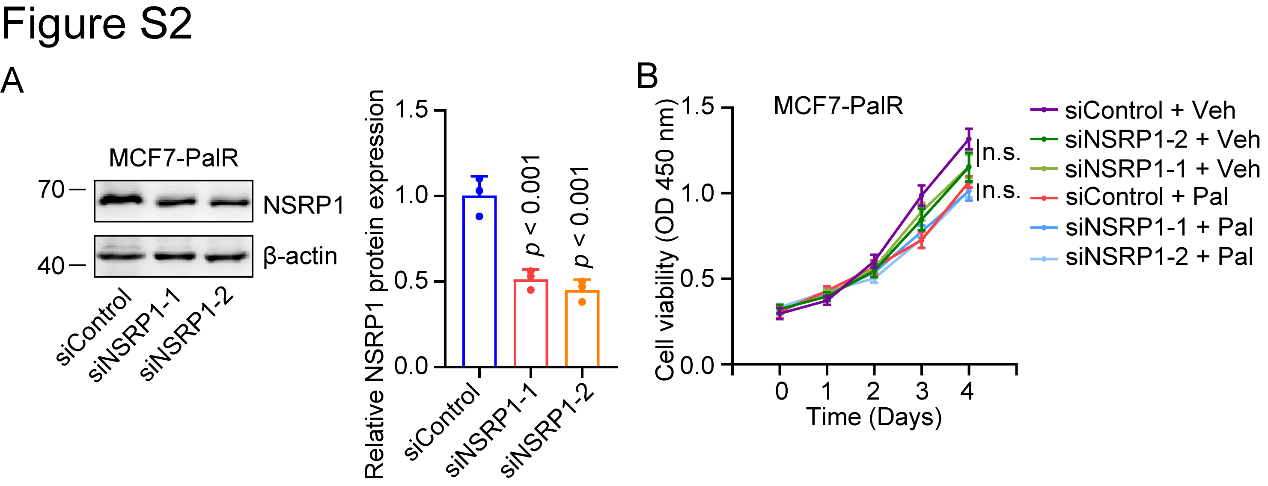

**Figure S2. Knockdown of NSRP1 showed no significant effect on palbociclib sensitivity of MCF7-PalR cells**

A. Western blotting detection of NSRP1 protein expression in MCF7-PalR cells transfected with siControl or siNSRP1-1 or siNSRP1-2. B. The growth curves of MCF7-PalR cells with or without NSRP1 knockdown treated with vehicle or palbociclib. Comparison by one-way ANOVA followed by the Tukey test (n = 3 replicates/group). Error bars represent SD.

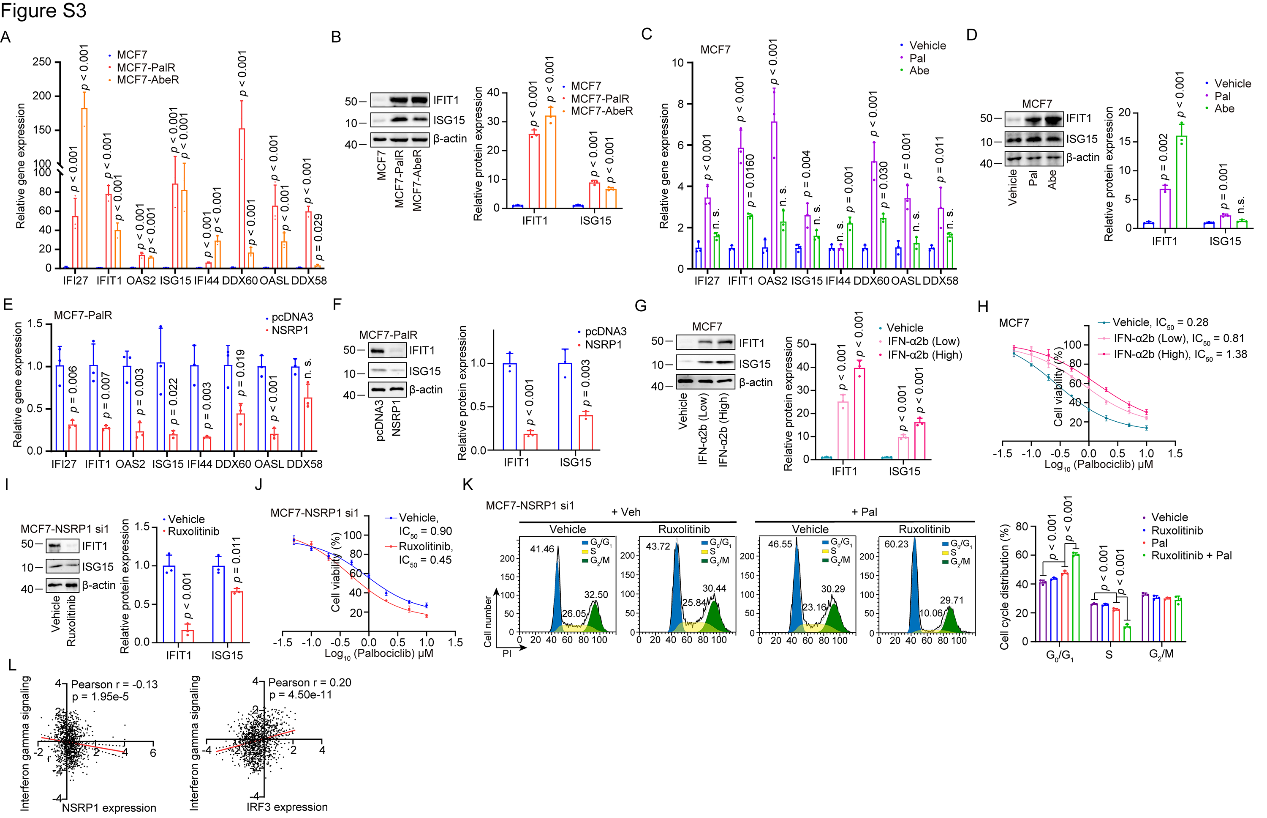

**Figure S3. NSRP1 negatively regulated the IFN pathway to increase palbociclib sensitivity in breast cancer cells**

A. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7, MCF7-PalR, and MCF7-AbeR cells. B. Western blotting detection of protein levels of IFN-stimulated genes in MCF7, MCF7-PalR, and MCF7-AbeR cells. C. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7 treated with vehicle, palbociclib, or abemaciclib. D. Western blotting detection of protein levels of IFN-stimulated genes in MCF7 treated with vehicle, palbociclib, or abemaciclib. E. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7 transfected with pcDNA3 or NSRP1 coding sequence. F. Western blotting detection of protein levels of IFN-stimulated genes in MCF7 transfected with pcDNA3 or NSRP1 coding sequence. G. Western blotting detection of protein levels of IFN-stimulated genes in MCF7 treated with vehicle or different doses of IFN-α2b. H. Drug response curves were plotted to study the palbociclib IC_50_ values of MCF7 cells treated with vehicle or different doses of IFN-α2b. I. Western blotting detection of protein levels of IFN-stimulated genes in MCF7-NSRP1 si1 cells treated with vehicle or Ruxolitinib. J. Drug response curves were plotted to study the palbociclib IC_50_ values of MCF7 cells treated with vehicle or Ruxolitinib. K. Flow cytometry detection of cell cycle distribution of MCF7-NSRP1 si1 cells with treatment of vehicle or Ruxolitinib and treated with or without palbociclib. L. Pearson correlation analysis of the correlation between NSRP1 and IRF3 expression with the activity of Interferon gamma signaling in samples from the TCGA-BRCA dataset. Comparison by one-way ANOVA followed by the Tukey test (A-D, G, K: n = 3 replicates/group) or unpaired Student’s t-test (F, I: n = 3 replicates/group). Error bars represent SD.

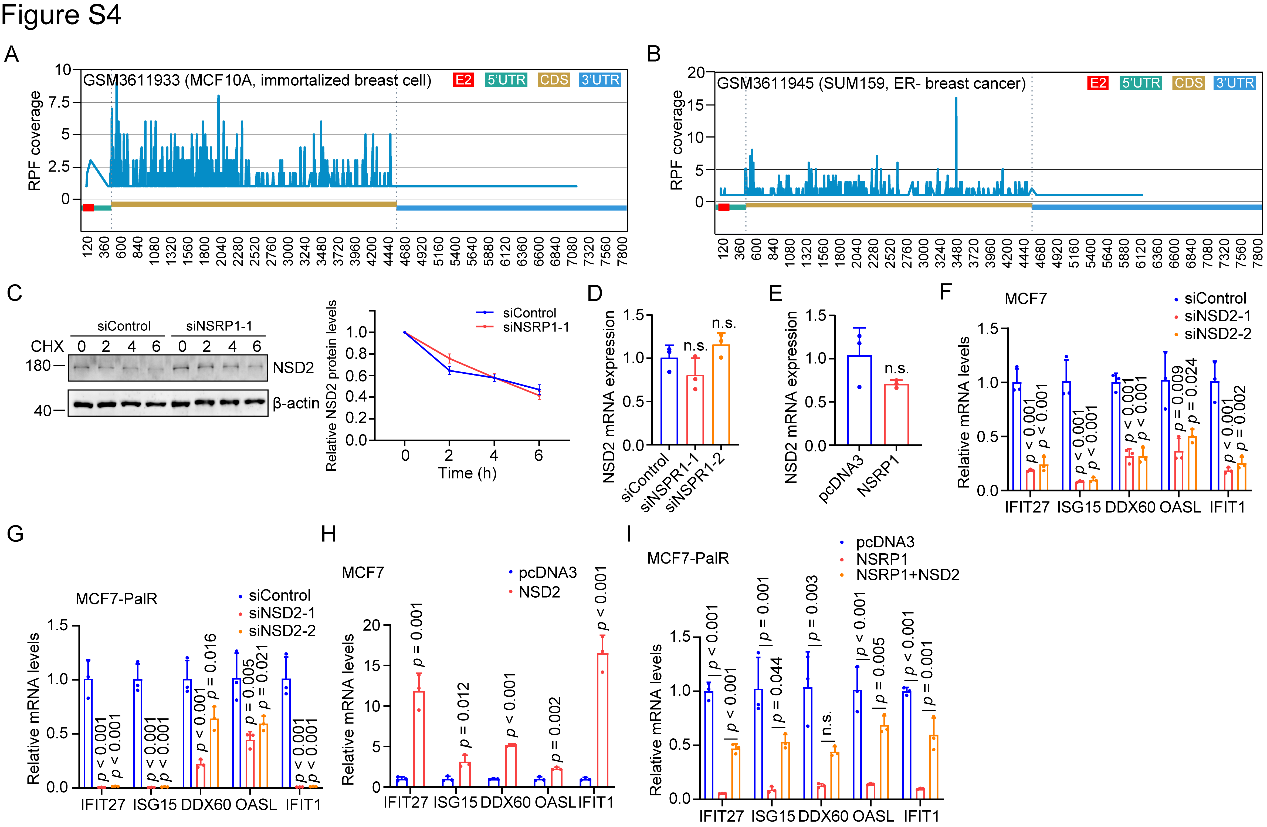

**Figure S4. Sequences encoded by NSD2 exon 2 are involved in ribosome loading in breast cancer cells**

A-B. Ribosomal profiling plots on the NSD2 transcript in MCF10A (A) and SUM159 (B) cells were retrieved from the Ribo-uORF database. C. MCF7 cells were transfected with siControl or siNSRP1-1, followed by treatment of CHX for indicated times (0, 2, 4, 6 h). The NSD2 protein expression in each group was then detected by western blotting. D-E. The NSD2 mRNA levels were detected in MCF7 cells with knockdown (D) or overexpression (E) of NSRP1. F-G. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7 (F) or MCF7-PalR (G) cells with or without NSD2 knockdown. H. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7 with or without overexpression of NSD2. I. RT-qPCR detection of mRNA levels of IFN-stimulated genes in MCF7-PalR cells transfected with pcDNA3 or NSRP1 coding sequence or NSRP1 coding sequence and NSD2 coding sequence. Comparison by one-way ANOVA followed by the Tukey test (D-F, G, I: n = 3 replicates/group) or unpaired Student’s t-test (E, H: n = 3 replicates/group). Error bars represent SD.

**Table S1. The list of altered exons involved in regulating the interferon pathway**

| **Gene** | **PSI (siNSRP1-1)** | **PSI (siNSRP1-2)** | **PSI (siControl)** | ***P* (siNSRP1-1 vs. siControl)** | ***P* (siNSRP1-2 vs. siControl)** |
| --- | --- | --- | --- | --- | --- |
| NSD2 | 1.0,0.833 | 1.0,1.0 | 0.266,0.131 | 6.35E-08 | 5.70E-09 |
| HRAS | 0.091,0.092 | 0.029,0.125, | 0.158,0.509 | 7.02E-04 | 3.94E-07 |
| STAT2 | 0.846,0.75 | 0.839,0.677 | 1.0,1.0 | 3.61E-04 | 8.85E-05 |
| IL4R | 1.0,1.0 | 1.0,0.787 | 0.346,0.468 | 4.85E-07 | 5.24E-05 |

**Table S2. The sequences of primers for RT-qPCR and RT-PCR**

| Name | Sequences |
| --- | --- |
| 18S-F | GTAACCCGTTGAACCCCATT |
| 18S-R | CCATCCAATCGGTAGTAGCG |
| IFI27-F | TGCTCTCACCTCATCAGCAGT |
| IFI27-R | CACAACTCCTCCAATCACAACT |
| IFIT1-F | TTGATGACGATGAAATGCCTGA |
| IFIT1-R | CAGGTCACCAGACTCCTCAC |
| OAS2-F | CTCAGAAGCTGGGTTGGTTTAT |
| OAS2-R | ACCATCTCGTCGATCAGTGTC |
| ISG15-F | CGCAGATCACCCAGAAGATCG |
| IFI44-F | ATGGCAGTGACAACTCGTTTG |
| IFI44-R | TCCTGGTAACTCTCTTCTGCATA |
| DDX60-F | CAGCTCCAATGAAATGGTGCC |
| DDX60-R | CTCAGGGGTTTATGAGAATGCC |
| OASL-F | CTGATGCAGGAACTGTATAGCAC |
| OASL-R | CACAGCGTCTAGCACCTCTT |
| DDX58-F | CTGGACCCTACCTACATCCTG |
| DDX58-R | GGCATCCAAAAAGCCACGG |
| NSD2-F | ACCGCGAGTGTTCTGTGTTC |
| NSD2-R | GTCGTGGCCGTTAAACTTCTG |
| NSD2-AS-F | CGTGCCTGTCCTAGAACCAC |
| NSD2-AS-R | CTGCTGCATCTCCTGCAAC |
| IL4R-AS-F | CTCCGCGCCCAGGAAAGC |
| IL4R-AS-R | CAGCTCACAGGGAACAGGAG |
| HRAS-AS-F | GCACGCACTGTGGAATCTC |
| HRAS-AS-R | CACAAGGGAGGCTGCTGAC |

**Table S3. The information on antibodies used in the study**

| Name | Company | Cat number | Dilution |
| --- | --- | --- | --- |
| anti-NSRP1 | Proteintech | 21360-1-AP | 1:1000 |
| anti-NSD2 | Proteintech | 22722-1-AP | 1:1000 |
| anti-β-actin | Proteintech | 66009-1-Ig | 1:1000 |
| anti-IFIT1 | Proteintech | 23247-1-AP | 1:1000 |
| anti-ISG15 | Beyotime | AF7305 | 1:1000 |
| HRP-conjugated goat anti-rabbit | Proteintech | SA00001-2 | 1:10000 |
| HRP-conjugated goat anti-mouse | Proteintech | SA00001-1 | 1:10000 |

How the deposited data were processed for this re-analysis (not part of the article)

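RNA from MCF7 cells was sequenced 3 days after transfection with siControl, siNSRP1-1 or siNSRP1-2, with 2 libraries in each group. The authors filtered paired-end DNBSEQ reads, aligned them to GRCh38 with HISAT2, processed the alignments with SAMtools, counted reads per gene with featureCounts and compared groups with DESeq2. The versions of these tools, the annotation release, the strand setting and the treatment of reads with several matches are not given in the sources used here. The values analysed here are raw counts per gene, 1 table per library, with 60659 genes each. For 1 gene, the row was broken over 3 lines in every table, and it was left out. Of the gene identifiers, 60462 matched a symbol in the GRCh38 annotation.

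Total counts lay between 18614949 and 18858095 in every library. Repeats of a group differed by more than counting error: over genes with a summed count of more than 20, the chi-square statistic per degree of freedom was 3.87 for siControl, 2.75 for siNSRP1-1 and 1.68 for siNSRP1-2. The repeats' deviations showed no sign of a pairing by repeat number. Their correlations between groups were -0.0376, -0.0256 and 0.00122 across genes, which are not independent replicates. Counting noise of genes with low counts could hide a pairing, so it is not excluded. In a principal component analysis, the first component held 47.8% of the variance and parted siControl from the siNSRP1 libraries, and the second held 17.1% and parted the siNSRP1s. No batch is given in the labels or the paper.

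The mapping of samples, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from those named here and in the closing section as chosen later. Counts were normalized with TMM, genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), and 15296 genes were tested with edgeR 4.0.16 (quasi-likelihood fit and F test) in R 4.3.3, in 1 fit of the 3 groups without a replicate block. The biological coefficient of variation was 0.0378 and the median prior degrees of freedom 13.9. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. The study's thresholds were taken as an unadjusted p under 0.05 and a log2 fold change over 1 or under -1, as the lines of Fig. 3A are drawn, since the bound for lower genes is written differently in the methods. Normalized counts are counts scaled by TMM to a common total of 18729397.

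Of 31 fixed gene lists, 27 with at least 5 measured genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation between genes of 0.01 and again with an estimated correlation. The lists of IFNα and IFNγ response genes were written from memory after the HALLMARK sets, which were not used here. Enrichment among higher genes was tested with Fisher's exact test, a choice made after the data were examined. Genes were named by a fixed rule: NSRP1 and the genes that the paper names, the 10 higher and 5 lower genes with the largest log2 fold change in each comparison (adjusted p under 0.05, mean log2 CPM of at least 1, both siNSRP1 libraries beyond both siControl libraries), and up to 4 members of each list with the smallest adjusted p.

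The edgeR fit was tested on simulated data with changes given to 200 genes in the place of siNSRP1-1 or siNSRP1-2. At a fold of 1.5, 64.2% and 74.6% of the changed genes were called, at a fold of 2, 79.1% and 83.6%, and at a fold of 4, 98.5% and 93.9%. Of the genes tested there (15038 and 15016), 11 and 20 unchanged genes were called. Smaller folds were therefore called less completely in these data.

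For the siRNAs, the site complementary to guide positions 2 to 8 was searched in the longest annotated 3' UTR of 12246 genes (at least 50 bases). The mean log2 fold change of genes with a site minus that of genes without was taken after a linear fit on 3' UTR length and GC content and was ranked among 7-base words of the same G and C number held by at least 100 genes. In simulated data, an effect of -0.06 given to 20 words placed 4 first and 20 in the lowest 5% of words of the same G and C number. The size of the given effect, the number and frequency of the words and the measure of the lowest 5% were set after earlier runs of this simulation with other settings. Copies of genes were found as 31-base words of the longest transcript of 19702 protein-coding genes that also occur on 261 alternate contigs of GRCh38, with a gene counted as copied from 60% of its words, a minimum that was set after the distribution was seen. Scripts ran in Python 3.11 with numpy 2.4.6 and scipy 1.17.1.

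The alternatives were DESeq2 1.42.0, RLE factors in edgeR, no filter (a total of at least 1 count), a strict filter (a mean of at least 10 counts), a replicate block, a fit of the compared groups alone, each library left out in turn, an estimated correlation and lists without the genes that the paper names, and for the seed sites an 8-base site and the whole transcript. Alternatives chosen after the data were examined were a correction of log2 CPM for GC content and length, a test without genes that have a copy, an adjusted p in place of the unadjusted p at the study's thresholds, and for the seed sites the coding sequence and a smooth trend. Splicing was not analysed here, since counts per gene do not measure it.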

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

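The tests of a dose, of siNSRP1-1 in the libraries of both siNSRP1s, of a smooth trend and of gene copies were chosen after the results were seen.

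The IFN ligand genes IFNB1, IFNL1, IFNL2 and IFNL3, which the paper does not report on, had more counts in every siNSRP1 library than in either siControl library, while IFNA1, IFNA2, IFNE, IFNK and IFNG had at most 1 count in any library. The values were log2 fold changes of 2.08 and 2.27 for IFNB1 and 3.42 and 2.99 for IFNL1 (IFNB1 with siNSRP1-1 was 1.49 and did not pass the test without siControl replicate 1, was 1.80 and did not pass it without siNSRP1-1 replicate 2, and was 3.04 without siControl replicate 2). Of 23 p53 target genes, a group that the paper does not discuss, 16 were higher with siNSRP1-1 and 18 with siNSRP1-2, and the list's camera call was lost with an estimated correlation (adjusted p = 0.0718 and 0.0627).

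IFN-response genes were higher with both siNSRP1s, and seed pairing of the guides of siNSRP1-1 and siNSRP1-2 with other mRNAs was tested as a candidate explanation. Seed pairing of siControl or of the other strands was not weighed as an explanation. The 8-base site of the printed siControl strand was held by 120 genes. They differed by 0.1090 (standard error 0.0252) with siNSRP1-1 and 0.1088 (0.0292) with siNSRP1-2, with 12931 and 12927 of 12933 words at or below. With its 7-base site the differences were 0.0315 (standard error 0.0156) and 0.0247 (0.0172). The siControl guide gave 0.0265 and -0.0117 with 8 bases, and 0.0215 and 0.0165 with 7. A seed effect of siControl stays open. For siNSRP1-2, transcripts with its seed site in the 3' UTR were not lower on average, which argues against a broad seed effect. The difference was 0.0065 (standard error 0.0083), with 74.9% of words of the same G and C number at or below it. Pairing with a few transcripts need not move this mean and was not tested. For siNSRP1-1, transcripts with its site differed by -0.0599 (standard error 0.0071), the lowest of 2688 words, as a broad seed effect predicts. The same word was lowest with siNSRP1-2, so the value does not show that siNSRP1-1 acted through its seed or raised the IFN-response genes. A response that grows with the loss of NSRP1 mRNA cannot be told apart from one that does not, because the median of 53 called IFNα list genes with siNSRP1-2 over siNSRP1-1 was -0.0339 (95% interval from resampling genes -0.1045 to 0.0099), with only these siRNAs to compare and a response that could be near its maximum. The loss of NSRP1 that the paper proposes was not tested here. Its other evidence includes lower mRNA and protein of IFN-stimulated genes in MCF7-PalR cells that overexpressed NSRP1. Sensing of the transfected duplex RNA itself stays open and was not tested here either. The siControl cells received an siRNA too, so such sensing would have to differ between the duplexes. Without the TT ends, the printed siControl sequence has 19 bases, and those of siNSRP1-1 and siNSRP1-2 have 21 each. Duplex length therefore goes along with NSRP1 knockdown and was not separated from it.

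Transcripts with the seed site of siNSRP1-1, held by 2683 of 12246 genes, were lower with siNSRP1-2 too, by -0.0774 (standard error 0.0082), again the lowest of 2688 words, in comparisons that share the siControl libraries; with siNSRP1-2 over siNSRP1-1 the difference was -0.0175 (standard error 0.0047). A trend with GC content, 3' UTR length or expression is argued against as the whole cause, since -0.0763 was left with a smooth trend in all of these removed. Action of siNSRP1-1 in the libraries of both siNSRP1s stays open, since its test is the value that makes the pattern (-0.0774, with library values of 0.0446 and 0.0440 for siControl, -0.0170 and -0.0102 for siNSRP1-1, and -0.0278 and -0.0335 for siNSRP1-2). In coding sequence the word was low too, by -0.0517 with each siNSRP1 (standard error 0.0086 and 0.0097), so the pattern was not limited to the 3' UTR. Its 8-base site in the 3' UTR differed by -0.0643 and -0.0930, with 13 and 4 of 6934 words at or below. Sample labels, a mixture of siRNAs, another oligonucleotide and a difference in the shared siControl libraries were not separated. A biological explanation, another regulator of transcripts with this word that acts when NSRP1 is low, stays open and was not tested.

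Genes of the MHC region with a copy on an alternate contig held few counts (80.7% of 171 genes had a mean under 10), and so did such genes elsewhere (75.6% of 620), against 36.8% of 18115 genes without a copy. Low expression alone is argued against only for 93 copied genes outside the MHC region with a mean of 20 to 200 counts. Their repeats differed 2.75 times as much as those of genes without a copy in this range (95% interval from resampling genes 2.2 to 3.22). Counts were not matched within the range, so lower counts of the copied genes there could add to the ratio. Genes with a mean under 10 and those of the MHC region were not covered. Reads left uncounted because they also match an alternate contig stay open as an explanation, since the share of copied genes outside the MHC region with a mean of at least 1000 counts (1.45%, against 20.9% of genes without a copy) is the pattern again and not a separate test. Whether the authors aligned to alternate contigs is not given in the sources used here, and the copied genes include families that MCF7 cells may not express.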

How the results depend on the processing

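The alternatives on GC content and length, on copied genes, on an adjusted p at the study's thresholds and on coding sequence and a smooth trend for the seed sites were chosen after the data were examined, and the others before.

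The lists of IFNα response, IFNγ response and G2 and M phase genes kept their call with each siNSRP1 under every alternative run. The numbers of called genes depended on the tool and on the filter. DESeq2 called 1064 higher and 1598 lower genes with siNSRP1-1, 1176 and 1711 with siNSRP1-2, 1343 higher genes with both siNSRP1 groups pooled, 313 higher and 249 lower genes with siNSRP1-2 over siNSRP1-1, and 732 higher with both siNSRP1s. Without the filter on low counts, edgeR called 1024 higher and 1534 lower genes with siNSRP1-1, 1306 higher with siNSRP1-2, 1495 higher with both siNSRP1 groups pooled, 727 higher with both, and 0 higher and 0 lower with siNSRP1-2 over siNSRP1-1 (1659 and 1736 at an unadjusted p under 0.05, where DESeq2 had 890 and 912). With a replicate block, 275 genes were lower with siNSRP1-2 than with siNSRP1-1. At the study's thresholds, DESeq2 gave 165 higher genes with siNSRP1-1, 231 higher and 50 lower with siNSRP1-2, and 114 higher with both, no filter gave 458 and 156, and 624 and 178, and DESeq2 with an adjusted p gave 61 and 16, and 93 and 22.

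With each library left out in turn, edgeR called 1308 to 1825 higher and 1523 to 2404 lower genes with siNSRP1-1, 1359 to 2325 higher and 1661 to 2647 lower with siNSRP1-2, 1640 to 2236 higher with both siNSRP1 groups pooled, 926 to 1282 higher with both, 45 to 861 higher and 48 to 727 lower with siNSRP1-2 over siNSRP1-1, and 75 to 120 lower at the study's thresholds with siNSRP1-1.

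Directions turned for lists and genes without a call on all libraries, and no turned value passed the test. For siNSRP1-1, these were the estrogen response list (adjusted p 0.973 with the strict filter, 0.783 to 1.0 with a library left out), cell death (0.305 to 0.983) and splicing factors (0.795 with GC content and length corrected). For siNSRP1-2, these were negative feedback (0.866 without the filter, 0.993 with a replicate block, 0.682 to 0.989 with a library left out), guanylate-binding genes (0.946 with a replicate block, 0.617 to 0.956) and checkpoints (0.857 to 0.994). With a library left out, the log2 fold change went from -1.08 to 1.12 for SMIM11 and from -0.10 to 0.27 for IL4R with siNSRP1-1, and with siNSRP1-2 from -0.66 to 1.74 for VAMP7, -0.52 to 0.90 for SYNGAP1, -2.20 to 0.17 for HRAS and -0.064 to 0.32 for IL4R. Values in the unturned direction passed for SMIM11 with siNSRP1-1 (1.085 without siNSRP1-1 replicate 1, adjusted p = 0.0137 from edgeR), and with siNSRP1-2 for VAMP7 (1.74 without siControl replicate 2, adjusted p = 0.00618) and HRAS (-2.20 without siNSRP1-2 replicate 2, adjusted p = 2.8e-05). The seed site of siNSRP1-2 differed by 0.0007 with siNSRP1-1 (smooth trend), and by -0.0019 (8-base site) and -0.0002 (whole transcript) with siNSRP1-2.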

Differences from the paper's values

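Fig. 3A prints the number of higher and lower genes for each siNSRP1. For siNSRP1-1, 263 higher genes were found at the study's thresholds against the paper's value of about 74 in Fig. 3A, and 60 lower genes against the paper's value of about 17 in Fig. 3A. None of the alternatives set before the data were examined brought these within the range of the paper's values; DESeq2, the paper's tool, gave 165 and 40. For siNSRP1-2, 368 higher genes were found against the paper's value of about 180 in Fig. 3A, and 93 lower genes against the paper's value of about 42 in Fig. 3A. With DESeq2 these were 231 and 50, which no longer differ from the paper's values by the measure used here (more than 1.5 times), and under every other alternative set before the data were examined they did. An adjusted p in place of the unadjusted p in DESeq2, an alternative chosen after seeing the values, gave 61 and 16 genes for siNSRP1-1, which no longer differ from the paper's values, and 93 and 22 for siNSRP1-2, which do; it drops 0 of the 6 genes that the paper names in Fig. 3A, and the rest of the paper's called genes were not used here. An adjusted p in edgeR, also chosen after seeing the values, gave 187 and 40 genes for siNSRP1-1 and 285 and 67 for siNSRP1-2.

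The paper states that most of the upregulated genes are IRPS genes, whose members were not used here. As a measure on other lists, higher genes in the IFNα list, the IFNγ list or the IFN-stimulated genes named by the paper were counted. They were 38 of 263 (14.4%) with siNSRP1-1 and 40 of 368 (10.9%) with siNSRP1-2. At a mean log2 CPM of at least 1 they were 43.7% and 37.5%. Of all 15296 tested genes, 153 were such genes. The sets of 263 and 368 genes are larger than the paper's (about 74 and 180), so these shares do not test its statement. All 6 genes named in Fig. 3A and all 8 genes measured by RT-qPCR were higher with both siNSRP1s.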

Other observations

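Genes of G2 and M phase were lower with each siNSRP1: 23 of 27 with siNSRP1-1 and 26 of 27 with siNSRP1-2, also when adjusted over the list alone (camera adjusted p = 2.8e-10 and 6.4e-12, and 0.0395 and 0.0393 with an estimated correlation). HMMR, a spindle protein, had log2 fold changes of -0.79 (standard error 0.06) and -0.82 (standard error 0.06), and the proliferation marker MKI67 -0.53 (standard error 0.04) and -0.46 (standard error 0.04). Of 30 E2F and S phase genes, 1 and 0 were higher and 13 and 19 lower (2 and 0, and 13 and 22, when adjusted over the list alone; camera adjusted p = 0.00143 and 6.0e-06, and 0.112 and 0.0658 with an estimated correlation). Of 23 p53 targets, 16 and 18 were higher and 1 and 1 lower (17 and 18, and 1 and 1, when adjusted over the list alone; camera adjusted p = 1.9e-06 and 3.6e-09, and 0.0718 and 0.0627 with an estimated correlation), among them BTG2, an antiproliferative gene, with 1.38 (standard error 0.06) and 1.59 (standard error 0.06), and the CDK inhibitor CDKN1A with 0.68 (standard error 0.04) and 0.77 (standard error 0.04). Of 21 genes of the integrated stress and unfolded protein responses, 14 and 12 were higher and 1 and 2 lower (16 and 14, and 2 and 2, when adjusted over the list alone; camera adjusted p = 4.2e-06 and 9.6e-05, and 0.0692 and 0.0658 with an estimated correlation), with DDIT3 at 1.01 (standard error 0.08) and 0.84 (standard error 0.08) and the chaperone HSPA5 at -0.35 (standard error 0.04) and -0.66 (standard error 0.04).

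Of 22 genes of the CDK4/6 axis and reported resistance, 3 and 2 were higher and 8 and 8 lower (4 and 2, and 9 and 10, when adjusted over the list alone; camera adjusted p = 0.0704 and 0.165), and with siNSRP1-1 the list passed without the filter (0.0333), without siNSRP1-1 replicate 1 (0.0419) and with GC content and length corrected (0.0433). RB1, the substrate of CDK4/6, had -0.51 (standard error 0.07) and -0.33 (standard error 0.06). ESR1, the estrogen receptor, had -0.36 (standard error 0.04) and -0.43 (standard error 0.04), while of 24 estrogen response genes 7 and 7 were higher and 7 and 7 lower (8 and 8, and 7 and 7, when adjusted over the list alone; camera adjusted p = 0.99 and 0.916). Of 14 luminal genes, 3 and 2 were higher and 5 and 6 lower (5 and 3, and 5 and 8, when adjusted over the list alone; camera adjusted p = 0.645 and 0.0462, and 0.711 and 0.21 with an estimated correlation). The luminal call with siNSRP1-2 was also lost with a replicate block (0.0632) and without siControl replicate 1 (0.0535), siControl replicate 2 (0.0771) or siNSRP1-2 replicate 1 (0.0681). GATA3, a luminal transcription factor, had -0.47 (standard error 0.04) and -0.76 (standard error 0.04). Of 21 cholesterol synthesis genes, 0 and 1 were higher and 8 and 9 lower, also when adjusted over the list alone (camera adjusted p = 0.0399 and 0.0214, and 0.181 and 0.157 with an estimated correlation). The call with siNSRP1-1 was also lost without siControl replicate 2 (0.0622), siNSRP1-1 replicate 1 (0.0647) or siNSRP1-1 replicate 2 (0.0552).

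The tests in this part were set before their results were seen, apart from the shares of sequence on alternate contigs and the values with GC content and length corrected. At an adjusted p under 0.05 from edgeR, 2059 genes were higher and 2441 lower with siNSRP1-1, 2330 and 2604 with siNSRP1-2, and 2479 and 2902 with both siNSRP1 groups pooled, with 1432 higher and 1650 lower with both. The median absolute log2 fold change of the called genes was 0.308 and 0.334. With siNSRP1-2 over siNSRP1-1, 669 genes were higher and 491 lower (313 and 249 with DESeq2, and 0 and 0 without the filter on low counts). In that comparison the lists of E2F and S phase (adjusted p = 0.0145), luminal (adjusted p = 0.00406) and p53 genes (adjusted p = 0.0145) passed camera, each with adjusted p = 0.499 with an estimated correlation.

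SOWAHA, an ankyrin repeat gene, had log2 fold changes of -1.51 (standard error 0.21) and -1.54 (standard error 0.21). B3GNT5, a glycosyltransferase, had -1.28 (standard error 0.22) and -0.85 (standard error 0.21), of which the second did not pass with DESeq2 (adjusted p = 0.087) and was -0.72 and not called without siNSRP1-2 replicate 2. HPSE, a heparanase, had -0.84 (standard error 0.20) and -1.41 (standard error 0.21), of which the first did not pass with DESeq2 (adjusted p = 0.0596) or without the filter on low counts (adjusted p = 0.0511 from edgeR), and was -0.62 and not called without siNSRP1-1 replicate 1. IL1R1, the interleukin 1 receptor, had -1.42 (standard error 0.24) with siNSRP1-2 and -0.52 (standard error 0.21, adjusted p = 0.0762 from edgeR) with siNSRP1-1. UBR7, with 92.0% of its sequence also on alternate contigs, had -1.39 (standard error 0.27) and -1.79 (standard error 0.28), and with siNSRP1-1 -0.87 without siNSRP1-1 replicate 1 and -2.18 without siNSRP1-1 replicate 2. With siNSRP1-2 it was -1.28 without siNSRP1-2 replicate 1 and -2.60 without siNSRP1-2 replicate 2. Its call with siNSRP1-1 was lost with DESeq2 (adjusted p = 0.152) and without the filter on low counts (adjusted p = 0.0957 from edgeR). With siNSRP1-1, VAMP7 (-2.17, a pseudoautosomal gene) was -2.88 without siControl replicate 1 and -0.74 without siControl replicate 2, and SYNGAP1 (-1.42) was -0.53 without siControl replicate 1, and with siNSRP1-2, SMIM11 (-1.60) was -0.84 without siControl replicate 2, and the values -0.74, -0.53 and -0.84 did not pass the test. The calls of VAMP7, SYNGAP1 and SMIM11 were also lost without the filter on low counts, and those of VAMP7 and SMIM11 with DESeq2. They were lost as well without siNSRP1-1 replicate 1 for VAMP7 (adjusted p = 0.0672 from edgeR) and SYNGAP1 (0.0709), without siNSRP1-1 replicate 2 for SYNGAP1 (0.0745), and without siNSRP1-2 replicate 1 (0.119) or replicate 2 (0.0992) for SMIM11.

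At the level of whole genes, NSD2, a histone methyltransferase, had log2 fold changes of -0.04 (standard error 0.04, adjusted p = 0.511 from edgeR) and 0.05 (standard error 0.04, adjusted p = 0.359 from edgeR), and IL4R 0.08 (standard error 0.13) and 0.12 (standard error 0.13). HRAS, with 89.1% of its sequence also on alternate contigs, had 0.52 (standard error 0.35) and -0.57 (standard error 0.38), and with siNSRP1-2 it was 0.17 without siNSRP1-2 replicate 1 and -2.20 and called without siNSRP1-2 replicate 2 (adjusted p = 2.8e-05 from edgeR). With siNSRP1-1, HRAS was called when only the compared groups were fitted (adjusted p = 0.0192 from edgeR) and without siNSRP1-2 replicate 1 (0.024) or siNSRP1-2 replicate 2 (0.0268). Of 9 measured spliced genes that the paper names, 2 and 2 were higher and 1 and 1 lower (2 and 2, and 2 and 1, when adjusted over the list alone; camera adjusted p = 0.849 and 0.826). Of 35 splicing factors, 4 and 5 were higher and 9 and 7 lower (4 and 5, and 10 and 10, when adjusted over the list alone; camera adjusted p = 0.14 and 0.38). Of 23 RNA-binding proteins of Fig. 1B, 9 and 10 were higher and 6 and 4 lower (9 and 10, and 6 and 6, when adjusted over the list alone; camera adjusted p = 0.327 and 0.188).

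NF-kB genes were higher in 5 and 5 of 10 and lower in 0 and 0, also when adjusted over the list alone (camera adjusted p = 0.0489 and 0.119, and 0.206 and 0.288 with an estimated correlation), and the call with siNSRP1-1 was also lost without the filter (0.328), with the strict filter (0.0739) and without siControl replicate 2 (0.0622), siNSRP1-1 replicate 2 (0.137), siNSRP1-2 replicate 1 (0.0586) or siNSRP1-2 replicate 2 (0.058). Among these genes was NFKBIA, an inhibitor of NF-kB, at 0.33 (standard error 0.05) and 0.37 (standard error 0.05). Of 6 measured immune checkpoint genes, 2 and 2 were higher and 1 and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.645 and 0.916). Of 15 cell death genes, 4 and 4 were higher and 2 and 3 lower (4 and 5, and 2 and 3, when adjusted over the list alone; camera adjusted p = 0.645 and 0.83), with BCL2 at -0.72 (standard error 0.06) and -0.74 (standard error 0.06). Of 6 basal and mesenchymal genes, 0 and 0 were higher and 1 and 1 lower, also when adjusted over the list alone (camera adjusted p = 0.131 and 0.058). This list passed with siNSRP1-1 without siNSRP1-1 replicate 2 (0.00698), and with siNSRP1-2 without siNSRP1-1 replicate 1 (0.0296), siNSRP1-1 replicate 2 (0.0313) or siNSRP1-2 replicate 1 (0.0161). Of 16 hypoxia and glycolysis genes, 5 and 6 were higher and 1 and 1 lower (5 and 6, and 1 and 2, when adjusted over the list alone; camera adjusted p = 0.254 and 0.267). Markers of immune cells (1 of 16 measured), fibroblasts (2 of 10) and endothelial cells (3 of 8) had 0 higher and 0 lower genes by edgeR, also when adjusted over the list alone.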
